# Sox2 levels regulate the chromatin occupancy of WNT mediators in epiblast progenitors responsible for vertebrate body formation

**DOI:** 10.1038/s41556-022-00910-2

**Published:** 2022-05-12

**Authors:** Robert Blassberg, Harshil Patel, Thomas Watson, Mina Gouti, Vicki Metzis, M. Joaquina Delás, James Briscoe

**Keywords:** Stem-cell differentiation, Transcriptional regulatory elements, Differentiation

## Abstract

WNT signalling has multiple roles. It maintains pluripotency of embryonic stem cells, assigns posterior identity in the epiblast and induces mesodermal tissue. Here we provide evidence that these distinct functions are conducted by the transcription factor SOX2, which adopts different modes of chromatin interaction and regulatory element selection depending on its level of expression. At high levels, SOX2 displaces nucleosomes from regulatory elements with high-affinity SOX2 binding sites, recruiting the WNT effector TCF/β-catenin and maintaining pluripotent gene expression. Reducing SOX2 levels destabilizes pluripotency and reconfigures SOX2/TCF/β-catenin occupancy to caudal epiblast expressed genes. These contain low-affinity SOX2 sites and are co-occupied by T/Bra and CDX. The loss of SOX2 allows WNT-induced mesodermal differentiation. These findings define a role for Sox2 levels in dictating the chromatin occupancy of TCF/β-catenin and reveal how context-specific responses to a signal are configured by the level of a transcription factor.

## Abstract (web summary)

Blassberg et al. report that SOX2 levels determine the chromatin occupancy of TCF/β-catenin, thus orchestrating the WNT response and epiblast progenitor fate.

## Main

Producing the variety of cell types that compose a multicellular organism requires the spatial and temporal regulation of gene expression, controlled by extrinsic signals. But there are relatively few signals compared with the number of cell types, and these signals are re-used over the course of ontogeny. The molecular mechanisms responsible for context-dependent responses to signals that generate cellular diversity remain incompletely understood.

WNT signalling, through its transcriptional effector TCF/β-catenin, has multiple functions^1,2^. In mouse embryonic stem cells (mESCs), WNT/β-catenin signalling promotes pluripotency^3,4^. Later, it upregulates CDX transcription factors (TFs) and assigns posterior identity in the forming caudal epiblast^5^. A subset of the cells within the caudal lateral epiblast (CLE) are neuromesodermal progenitors (NMPs) that generate the neural and mesodermal tissue responsible for the elongation of the axis^6^. In NMPs, WNT/β-catenin signalling promotes differentiation to mesodermal tissue at the expense of spinal cord neural differentiation^7–13^.

Alongside WNT signalling, the TF SOX2 also plays a central role. SOX2 is expressed at high levels in mESCs and epiblast cells where it maintains the undifferentiated pluripotent state^14,15^. Then, as the embryo regionalizes, SOX2 expression drops in the CLE and remains expressed at low levels in NMPs together with genes conferring primitive streak identity such as T/BRA^16–18^. Upregulation of SOX2 is associated with the allocation of NMPs to neural progenitors^9,19^. By contrast, SOX2 expression is lost upon commitment of NMPs to mesodermal lineages^17^.

The correlation between SOX2 levels and the changes in the function of WNT signalling raises the possibility that SOX2 influences the response of cells to WNT signalling. In mESCs, SOX2 acts with β-catenin and the TFs TCF7L1, OCT4 and NANOG to promote the expression of WNT target genes that maintain pluripotency^20–22^. By contrast, SOX2, T/BRA and β-catenin co-occupy a large number of mesodermal *cis*-regulatory elements (CREs) in NMPs^12^. This suggested that SOX2 contributes to maintaining the undifferentiated state of CLE progenitors by directly counteracting WNT signalling activity and inhibiting mesoderm gene expression. Nevertheless, direct evidence of whether and how SOX2 is responsible for the different developmental responses to WNT signalling has been lacking.

In this Article, to test the causal role of SOX2 in the response of cells to WNT signalling, we decoupled SOX2 expression from its developmental regulation. This revealed that SOX2 controls the WNT response by adopting different modes of chromatin interaction and occupying distinct genomic locations depending on its level of expression. Together the results provide insight into the mechanisms that determine the context-specific response of cells to an extrinsic signal that generates the diversity of outcomes necessary for tissue development.

## Results

### SOX2 levels alter the response of pluripotent cells

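RNA was sequenced from mouse ESCs of the XY HM1 TetON line, which serves as the WT line, at 0 h and from EpiLCs after 48 h of differentiation, with 3 biological replicates of each. The ESCs were cultured on feeder cells in medium with 10% serum and 1000 U/ml LIF. The EpiLCs were cultured without serum in medium with 10 ng/ml bFGF and 5 µM LGK974. For each of 24736 genes, the authors deposited the expected counts of RSEM, which divides reads that map to several genes between them, and the TPM of each library. Totals of expected counts were 22118416, 16967741 and 28521848 in ESC replicates 1, 2 and 3, and 35096210, 33982359 and 30683164 in EpiLC replicates 1, 2 and 3. At these depths, the smallest abundance that 3 counts can show lay between 0.0855 and 0.177 CPM, which covers counting error only. The 10 genes with the most counts took between 6.11% and 6.93% of each library. In a principal component analysis of log2 CPM, the first component held 78.5% of the variance and separated ESCs from EpiLCs. The second component held 11.4% and separated ESC replicate 2 (-42.29) from ESC replicate 3 (43.71), with ESC replicate 1 between them (7.42). Differences between EpiLCs and ESCs were tested with edgeR's quasi-likelihood test on counts rounded to whole numbers, for the 14468 genes that passed its filter on low counts.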

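Supplementary Table 4a lists 600 genes taken from published RNA-seq of the inner cell mass and epiblast, with their FPKM in vivo. In that table 300 of them have a lower mean FPKM in E5.5 epiblast than in E3.5 inner cell mass (falling genes) and 300 a higher one (rising genes). The deposited data contain 598 of the genes, and 537 had enough counts to be tested. The 241 falling genes tested had a median log2 fold change of -0.99 from ESC to EpiLC (interquartile range -2.49 to -0.19), and 198 of them (82.2%) were lower in EpiLCs. At an adjusted p of at most 0.05 over all genes tested, 140 falling genes were lower and 18 were higher, against 145 and 18 with the adjustment over the falling genes alone. The 296 rising genes tested had a median log2 fold change of 0.37 (interquartile range -0.15 to 0.91), and 200 of them (67.6%) were higher in EpiLCs. Of the rising genes, 136 were significantly higher and 40 lower, against 140 and 40 with the adjustment over the rising genes alone. Among 10000 random lists of the same size matched on expression, the medians ranged from -0.18 to 0.17 for lists of 241 genes and from -0.12 to 0.12 for lists of 296 genes. Camera, a test that compares a list with all other genes, gave an adjusted p = 4.75e-19 for the falling and an adjusted p = 6.30e-08 for the rising genes with a preset correlation of 0.01 between genes (limma, Benjamini-Hochberg over both lists). With the correlation estimated from the data, camera gave an adjusted p = 0.0122 and an adjusted p = 0.0255. Deviations from the group mean were correlated between libraries of the same replicate number with a mean r of 0.12 across genes. By replicate, the r was 0.01, 0.19 and 0.17 for numbers 1, 2 and 3. For libraries of different numbers the mean r was -0.06. That value is nearly fixed by the first mean, since deviations cancel within each group, so it is no independent reference. With the replicate number as a block, the median was -0.97 for the falling genes (limma's camera, adjusted p = 2.69e-25) and 0.37 for the rising genes (adjusted p = 2.71e-08). Limma on log2(TPM + 1), an alternative chosen after seeing the data, moved the falling median most, to -0.68. In all, 398 of the 537 genes (74.1%) changed in the same direction in vitro as in vivo, and 276 of the 334 significant genes (82.6%) did. Across genes, which are not independent replicates, Spearman's correlation of the in vivo and in vitro log2 changes was 0.58.

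**Figure D1:**
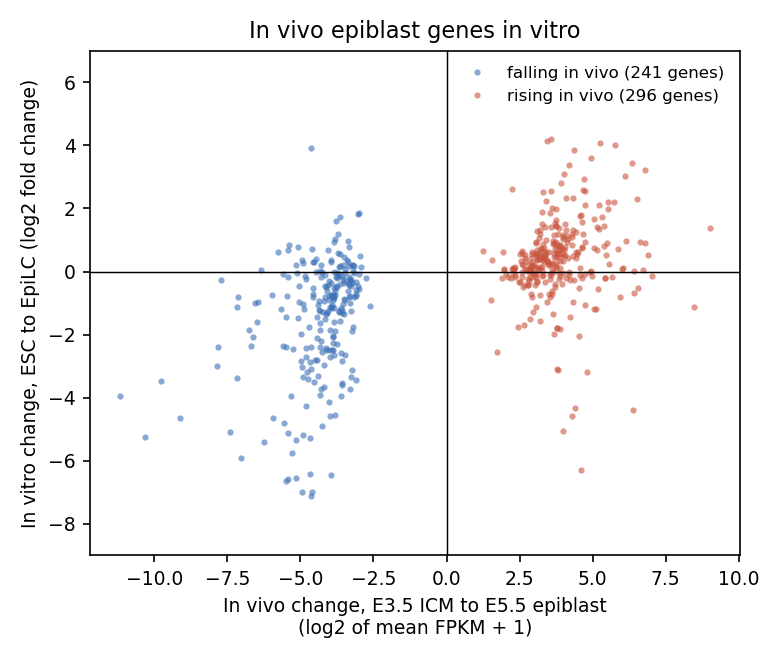
In vivo change from E3.5 inner cell mass to E5.5 epiblast (log2 of mean FPKM + 1, from the paper's Supplementary Table 4a) against the log2 fold change from ESC to EpiLC for 537 genes. Each point is a gene; 198 of 241 falling genes lie below 0 on the vertical axis and 200 of 296 rising genes lie above it.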

We took advantage of an in vitro model of the caudal epiblast. mESCs differentiated for 48 h in the presence of FGF and LGK974, an inhibitor of WNT secretion (henceforth ‘FL medium’), acquire an epiblast-like cell (EpiLC) identity (Fig. 1a), recapitulating post-implantation epiblast gene expression changes (Extended Data Fig. 1a). Similar to their in vivo counterparts, EpiLCs acquired caudal epiblast-like cell (CEpiLC) identity in response to WNT signalling, activated by 24 h exposure to the GSK3 inhibitor CHIR99021 (henceforth ‘FLC medium’) (Fig. 1a). This resulted in reduced expression of SOX2, upregulation of the primitive streak marker T/BRA (Extended Data Fig. 1b) and expression of *Cdx* and posterior *Hox* genes (Extended Data Fig. 1c,d)^9^.

**Fig. 1:**
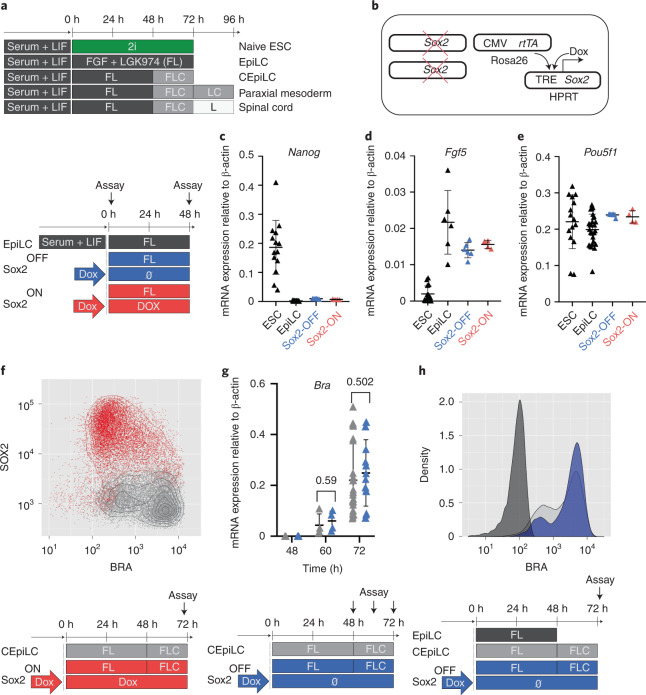
High SOX2 levels inhibit WNT-induced differentiation of epiblast-like cells. **a**, Schematic of mESC differentiation. F, FGF; L, LGK974; C, CHIR99021; 2i, CHIR99021 + PD0325901. **b**, To generate SOX2-TetON cells, a Dox-inducible SOX2 transgene was incorporated into the HPRT locus of an mESC line constitutively expressing the rtTA gene from the Rosa26 locus before ablation of endogenous SOX2 expression by gene editing. **c**–**e**, SOX2-ON and SOX2-OFF cultured in FL medium downregulate Nanog (**c**), upregulate FGF5 (**d**) and maintain Pou5f1 expression (**e**). **f**, SOX2 levels are negatively correlated with BRA expression in SOX2-ON cultured in FLC medium. **g**, Measurement of relative mRNA expression by PCR with reverse transcription (RT–PCR) shows that the kinetics of T/Bra induction is unaltered in SOX2-OFF cultured in FLC medium compared with CEpiLC controls. Each datapoint represents an individual biological replicate. Bars denote mean ± standard error of the mean (s.e.m.). *P* values calculated for differences of mean expression by two-tailed Students *t*-test are shown. *n* = 4 for both CEpiLC and SOX2-OFF at 60 h. *n* = 30 for CEpiLC and *n* = 18 for SOX2-OFF at 72 h. **h**, Representative plot from flow cytometry analysis shows that the distribution of T/BRA levels is unaltered in SOX2-OFF cultured in FLC medium compared with CEpiLC controls (arbitrary units). Source numerical data are available in source data. Source data

We ablated endogenous *Sox2* and introduced a *Sox2* transgene under the control of doxycycline (Dox) (Fig. 1b). Addition of Dox to these SOX2^TetON^ cells generated levels of SOX2 expression similar to wild type (WT) (Extended Data Fig. 2a), and these cells (henceforth SOX2-ON) could be propagated in naive pluripotent ‘2i’ medium^4^ (Extended Data Fig. 2b). Removal of Dox from SOX2^TetON^ (henceforth SOX2-OFF) resulted in a gradual decrease in SOX2 protein levels (Extended Data Fig. 2c), flattening of colonies (Extended Data Fig. 2d), loss of expression of pluripotency markers OCT4 and NANOG (Extended Data Fig. 2e) and the induction of T/BRA (Extended Data Fig. 2f).

Differentiation of ESCs to CEpiLC identity involves exiting naive pluripotency and transitioning to EpiLC identity before activation of WNT signalling^9^ (Fig. 1a). 

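In the WT libraries, Nanog (chromosome 6, 122707489 to 122714633 on mm10) was expressed at 324 ± 42.4 TPM in ESCs (mean ± SD, n = 3) and 12.1 ± 9.08 TPM in EpiLCs (n = 3), a log2 fold change of -4.81 (standard error 0.54, adjusted p = 7.03e-04). Each EpiLC library was lower than each ESC library, although EpiLC replicate 3 kept 22.5 TPM against 7.72 and 5.95 in replicates 1 and 2. Of the 13 genes named beside the naive state in Fig. 2d, 12 were significantly lower in EpiLCs. The largest falls among them were those of Tbx3 (-6.59), Esrrb (-6.44) and Tfcp2l1 (-5.76), and the smallest that of Gdf3 (-1.0037), as log2 fold changes. Bmi1 did not change significantly (0.35, adjusted p = 0.364). Of 7 genes named in the upper box of Fig. 2c, 6 were significantly higher in EpiLCs. Pou3f1 had a log2 fold change of 4.07 (standard error 0.14, adjusted p = 1.66e-05), and Sox3 rose from 8.29 ± 1.97 to 65.1 ± 4.33 TPM, a log2 fold change of 2.93 (standard error 0.18, adjusted p = 9.30e-05). Fgf5 was already expressed in ESCs at 31.6 ± 6.29 TPM and had a log2 fold change of 1.46 (standard error 0.14, adjusted p = 4.13e-04). Hesx1 was lower in EpiLCs (-2.44, adjusted p = 0.00798), at 0.537 ± 0.217 TPM. Pou5f1 did not differ significantly (0.07, adjusted p = 0.496), with 1335 ± 91.8 TPM in ESCs and 1451 ± 112 TPM in EpiLCs. Sox2 fell from 309 ± 66.6 to 144 ± 7.86 TPM, a log2 fold change of -1.15 (standard error 0.15, adjusted p = 0.00146). Among 28 primitive streak and caudal genes named in Fig. 2a and 2c, 24 could be tested before any exposure to CHIR, and 13 were lower and 1 was higher in EpiLCs; with the replicate number as a block 11 were lower, as Hoxb2 and Msgn1 lost significance. The gene that was higher was Lef1 (1.57). T was at 179.9, 73.0 and 40.0 TPM in the ESC replicates and at 0.870, 0.690 and 30.7 TPM in the EpiLC replicates, and its difference was not significant (-3.23, adjusted p = 0.0925), although it was without EpiLC replicate 3 (-7.00, adjusted p = 0.00399; adjusted p from 0.00399 to 0.235 when one replicate was left out). Nkx1-2 was likewise highest in EpiLC replicate 3 (17.6 TPM, against 1.63 and 0.640).

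**Figure D2:**
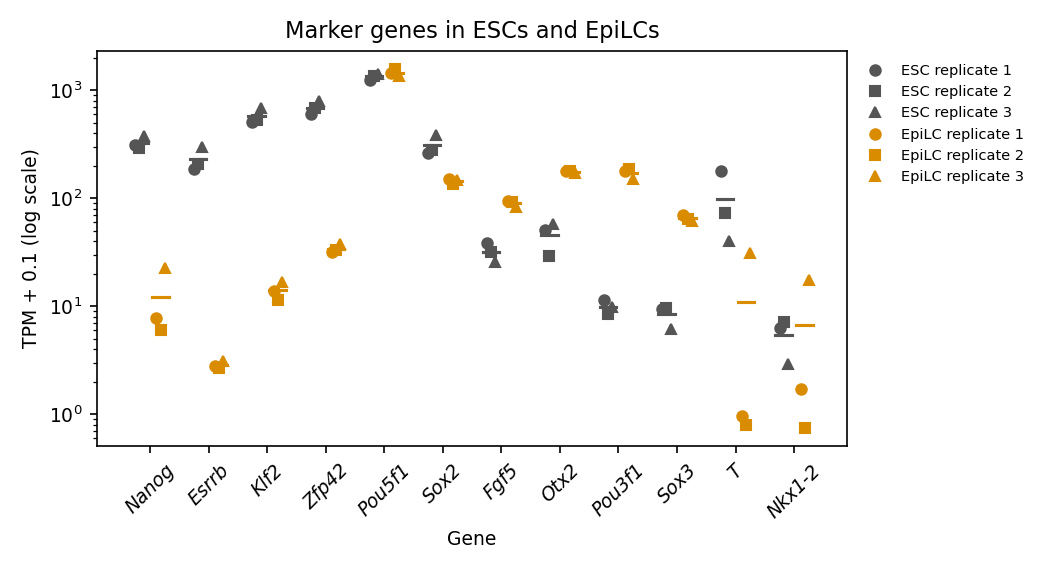
TPM + 0.1 on a log scale for 12 genes in the 3 ESC and 3 EpiLC replicates; symbols are libraries and horizontal lines are means. T and Nkx1-2 are higher in EpiLC replicate 3 (30.7 and 17.6 TPM) than in EpiLC replicates 1 and 2.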

Both SOX2-OFF and SOX2-ON differentiated in FL medium maintained the gene expression changes characteristic of the transition to EpiLC identity: downregulating *Nanog* and upregulating *Fgf5* while continuing to express *Pou5f1* (Fig. 1c–e). This was due to *Sox3* upregulation in SOX2-OFF (Extended Data Fig. 2g–i), consistent with SOX3 being sufficient to maintain EpiLCs in the absence of SOX2 (ref. ^23^). Upon transfer to FLC medium, only limited T/BRA induction was observed in SOX2-ON cells (Fig. 1f), consistent with SOX2 acting as a repressor of primitive streak identity^11,12,24,25^. By contrast, SOX2-OFF cells in FLC medium, which express low levels of both SOX2 and *Sox3* (Extended Data Fig. 2j,k), induced T/BRA to similar levels as WT CEpiLC (Fig. 1g,h).

Both WT and SOX2-OFF cells differentiated for 24 h in FLC medium induced genes characteristic of the primitive streak, yet a set of genes associated with the caudal epiblast were not upregulated in SOX2-OFF cells (Fig. 2a). These included the caudal epiblast determinants *Cdx2* and *Cdx4* and posterior *Hox* genes. Anterior *Hox* and paraxial mesoderm marker expression was reduced (Fig. 2a and Extended Data Fig. 3a,b) and genes characteristic of earlier more anterior mesoderm and endoderm were increased in SOX2-OFF cells (Fig. 2a,b and Extended Data Fig. 3c). Thus, loss of SOX2 disrupts the induction of the caudal epiblast gene expression programme in response to WNT signalling and instead leads to the differentiation of an earlier, more anterior primitive streak identity.

**Fig. 2:**
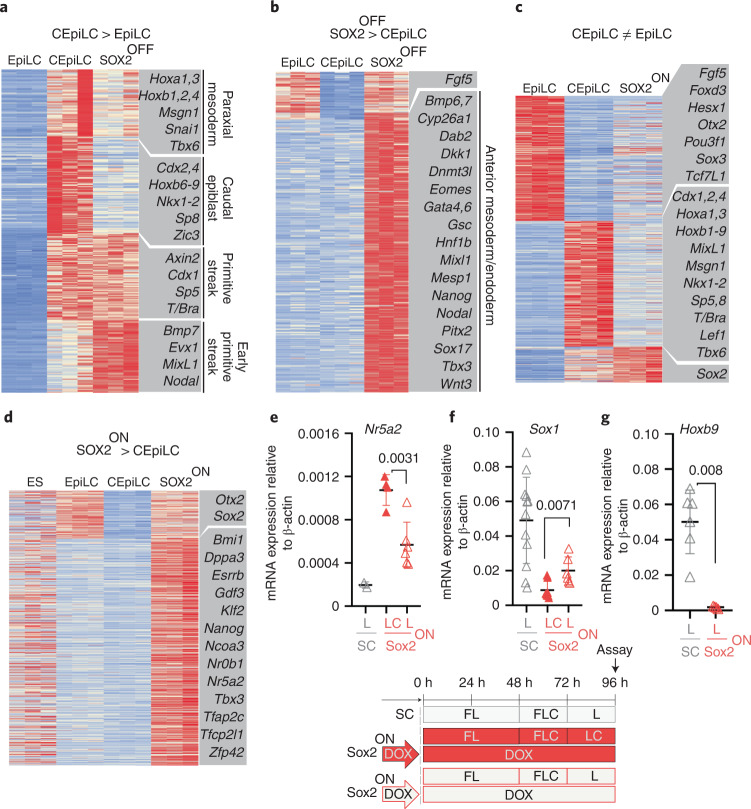
SOX2 dynamics configure the WNT response of epiblast-like cells. **a**, Sox2-OFF cultured in FLC medium exhibit altered expression of CEpiLC-specific genes. Genes shown are upregulated in CEpiLC compared with EpiLC (log_2_ fold change (log_2_FC) >1, false discovery rate (FDR) <0.05). FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. *k*-Means clustering (*k* = 3). Illustrative genes for each cluster are highlighted. **b**, Genes upregulated in SOX2-OFF compared with CEpiLCs include early/anterior streak and mesendoderm markers. Genes shown are differentially expressed (log_2_FC >1, FDR <0.05) in a comparison between SOX2-OFF and CEpiLC. FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. *k*-Means clustering (*k* = 2). Illustrative genes for each cluster are highlighted. **c**, SOX2-ON cultured in FLC medium express low levels of EpiLC- and CEpiLC-specific genes. Genes shown are differentially expressed (mod(log_2_FC) >1, FDR <0.05) in a comparison between EpiLCs and CEpiLC. FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. *k*-Means clustering (*k* = 3). Illustrative genes for each cluster are highlighted. **d**, SOX2-ON express elevated levels of pluripotency-associated genes compared with CEpiLCs and EpiLCs. Genes shown are differentially expressed (log_2_FC >1, FDR <0.05) in a comparison between SOX2-ON and CEpiLCs. FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. *k*-Means clustering (*k* = 3). Illustrative genes for each cluster are highlighted. **e**–**g**, Measurement of relative mRNA expression by RT–qPCR shows that expression of the pluripotency factor *Nr5a2* is reduced (**e**), the neural marker S*ox1* increases (**f**) and the posterior marker *Hoxb9* is not expressed (**g**) when SOX2-ON are transferred from FLC to FL medium. SC, spinal cord. Each datapoint represents an individual biological replicate. Bars denote mean ± s.e.m. *P* values calculated for differences of mean expression by two-tailed Student’s *t*-test are shown. In **e**, *n* = 6 ‘LC’ and *n* = 4 ‘L’ samples; in **f**, *n* = 6 ‘LC’ and *n* = 8 ‘L’ samples; and in **g**, *n* = 6 ‘LC’ and *n* = 4 ‘L’ samples. mod, absolute value. Source numerical data are available in source data. Source data

We next determined the identity of high-SOX2-expressing SOX2-ON cells cultured in FLC medium. As predicted from the reduction of T/BRA expression (Fig. 1f), paraxial mesoderm differentiation was inhibited (Extended Data Fig. 3d). Moreover, the majority of WNT-induced genes associated with CEpiLC identity were repressed in SOX2-ON cells (Fig. 2c). SOX2-ON cells in FLC medium did not differentiate to neural identity (Extended Data Fig. 3e), and instead re-expressed genes associated with naïve pluripotency (Fig. 2d and Extended Data Fig. 3f). Thus, sustaining high levels of SOX2 in the presence of WNT signalling appeared to revert cells to a naive-like pluripotent state.

We reasoned that removing the WNT agonist from SOX2-ON cells should destabilize the pluripotent state and permit differentiation to neural identity. Consistent with this, a decline in pluripotency marker expression was accompanied by the onset of neural differentiation following WNT-agonist withdrawal from SOX2-ON cells (Fig. 2e,f). Importantly, posterior *Hox* genes, typical of spinal cord neural progenitors, were not induced (Fig. 2g). Taken together, these data indicate that a reduction of SOX2 levels is necessary to prevent cells from initiating a pluripotent WNT response, whereas premature elimination of SOX2 abrogates the ability of WNT signalling to promote caudal identity. This raises the question of how SOX2 alters the response of epiblast progenitors to WNT signalling.

### SOX2 downregulation reconfigures β-catenin occupancy

SOX2 is found with WNT signal transducers at a large number of CREs in both CEpiLCs^12^ and naive pluripotent ESCs^20–22,26^. To determine whether SOX2 levels configure distinct transcriptional responses to WNT signalling by altering the binding profile of β-catenin, we performed chromatin immunoprecipitation followed by sequencing (ChIP–seq) for SOX2 and β-catenin from naive ESCs cultured in 2i and CEpiLCs, SOX2-ON and SOX2-OFF cells cultured in FLC medium (Fig. 3a). Consensus peaks included 76% of SOX2 and 89% of β-catenin peaks independently identified in WT CEpilCS^12^, plus an additional 110,893 SOX2 and 81,832 β-catenin peaks (Extended Data Fig. 4a,b).

**Fig. 3:**
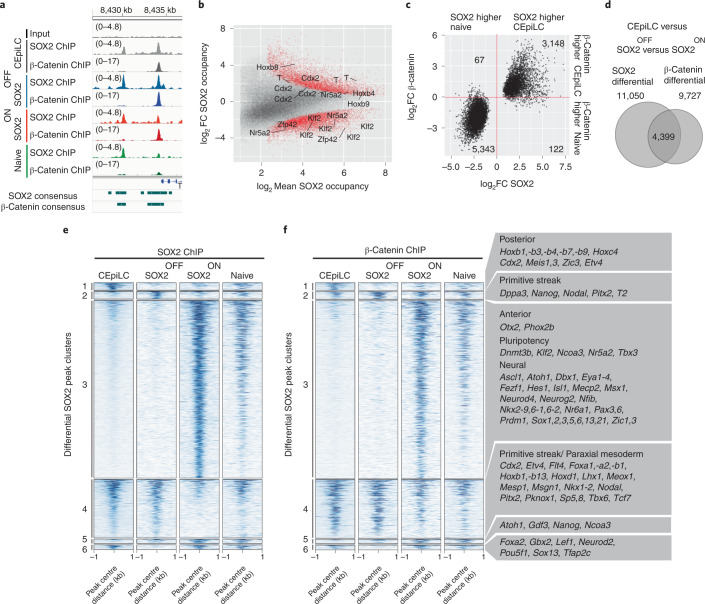
SOX2 downregulation reconfigures β-catenin occupancy. **a**, Representative SOX2 and β-catenin ChIP–seq signals used to define high-confidence consensus peaks (Methods). **b**, SOX2 occupancy increases at peaks associated with posterior genes and decreases at peaks associated with pluripotency genes during the differentiation of pluripotent ESCs to CEpiLCs. Differentially occupied peaks (red) are statistically different between conditions (FDR <0.05). FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. **c**, Peaks differentially occupied by SOX2 between ESCs and CEpiLCs (FDR <0.05) exhibit a correlated increase or reduction of β-catenin occupancy. FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. log_2_FC calculated by DESeq2. **d**, Peaks differentially occupied by β-catenin across any pairwise comparison between CEpiLC, SOX2-OFF and SOX2-ON (FDR <0.05) show a high degree of overlap (4,399/9,727) with differentially occupied SOX2 peaks. FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. **e**,**f**, Cell-type-specific SOX2 occupancy (**e**) and β-catenin occupancy (**f**) at SOX2 differential peaks. Representative nearest genes associated with SOX2 peaks from each cluster are shown. For details of clustering, see Methods.

Differential analysis between naive pluripotent ESCs and CEpiLCs revealed a dynamic pattern of SOX2 binding (Fig. 3b). SOX2 occupancy was reduced at 5,943 sites in CEpiLCs, but increased at 5,754 locations, despite its lower expression levels. Higher SOX2 occupancy in naive ESCs included peaks associated with pluripotency genes, whereas peaks exhibiting higher SOX2 occupancy in CEpiLCs were associated with primitive streak and trunk identity genes (Fig. 3b). Strikingly, β-catenin exhibited a coordinated reconfiguration in its occupancy at sites differentially occupied by SOX2 (Fig. 3c). The majority of peaks differentially occupied by β-catenin reflected the altered SOX2 occupancy at these sites in CEpiLCs compared with naive ESCs (5,851/5,908; 99%) (Extended Data Fig. 4c). This indicated that the changes in SOX2 levels accompanying the transition from pluripotency to CEpiLC might reconfigure the transcriptional response to WNT signalling by redistributing β-catenin occupancy.

To test whether changes in SOX2 levels account for the reconfiguration of SOX2/β-catenin occupancy during the transition from pluripotency to CEpiLC, we assayed the effect of manipulating SOX2 levels in SOX2^TetON^ cells cultured under CEpiLC differentiation conditions. Of the 9,727 β-catenin peaks differentially occupied between CEpiLC, SOX2-ON and SOX2-OFF, 4,399 (45%) overlapped with peaks differentially occupied by SOX2 (Fig. 3d). By contrast, differentially occupied β-catenin peaks showed a markedly lower association with chromatin-associated factors identified by ENCODE (1.6–9.5% overlap) (Extended Data Fig. 4d). Moreover, of the overlapping SOX2 and β-catenin peaks differentially occupied in response to experimental manipulation of SOX2 levels, 1,976 (45%) of the SOX2 and 2,355 (53%) of the β-catenin peaks were also differentially occupied between CEpiLC and naive ESCs. Taken together, these observations suggest that the redistribution of β-catenin that occurs during the transition from pluripotent to CEpiLC identity might be mechanistically related to differential SOX2 occupancy in high- and low-SOX2-expressing cells.

We further investigated the relationship between SOX2 and β-catenin by clustering SOX2-occupied CREs on the basis of their cell-type-specific occupancy. As observed during the transition from pluripotent to CEpiLC identity, changes in β-catenin occupancy mirrored those of SOX2 (Fig. 3e,f and Extended Data Fig. 4e,f). Moreover, both SOX2 and β-catenin occupancy were similar between both SOX2-ON and naive progenitors (which express high SOX2) (*R* = 0.75 SOX2, *R* = 0.76 β-catenin). Likewise, SOX2 and β-catenin occupancy were similar in CEpiLC and SOX2-OFF cells (which express low SOX2) (*R* = 0.87 SOX2, *R* = 0.90 β-catenin). Notably, a group of SOX2/β-catenin bound regions was most highly occupied in SOX2-OFF (cluster 2). The detection of SOX2 in SOX2-OFF conditions is probably due to the perdurance of low levels of SOX2 protein after removal of DOX (Extended Data Fig. 2j). These data therefore provide evidence of a profound and coordinated genome-wide alteration in the binding site occupancy of both SOX2 and β-catenin that is dependent on the level of SOX2 expression.

### SOX2 levels configure TCF/LEF occupancy

TCF/LEF factors are differentially expressed between high- and low-SOX2-expressing cell types (Fig. 2c). We performed ChIP–seq with TCF7L1, TCF7L2 and LEF1 in ESCs, CEpiLCs, SOX2-OFF and SOX2-ON and found differentially occupied TCF/LEF1 overlapped with differentially occupied SOX2 (Extended Data Fig. 5a–c) and β-catenin sites (Extended Data Fig. 4d–f), suggesting that occupancy occurs at the same CREs. Indeed, TCF/LEF factors exhibited a similar pattern of cell-state-specific occupancy to SOX2/β-catenin (compare Fig. 3e,f with Extended Data Fig. 5g,h,i; Extended Data Fig. 4e,f with Extended Data Fig. 5j–l). These data indicate that the reduction in SOX2 levels during the transition from pluripotency to CEpiLC identity drives the coordinated reconfiguration of SOX2/TCF/β-catenin co-occupancy across the genome.

### TCF/β-catenin occupancy and transcriptional responses

We asked whether the changes in SOX2/β-catenin binding could explain the distinct gene expression programmes of cells expressing different levels of SOX2. In line with the known positive effect of β-catenin on transcription, differentially expressed genes neighbouring differential SOX2 peaks were, on average, positively correlated with changes in SOX2/β-catenin occupancy for each of the cell-state clusters (Fig. 4).

**Fig. 4:**
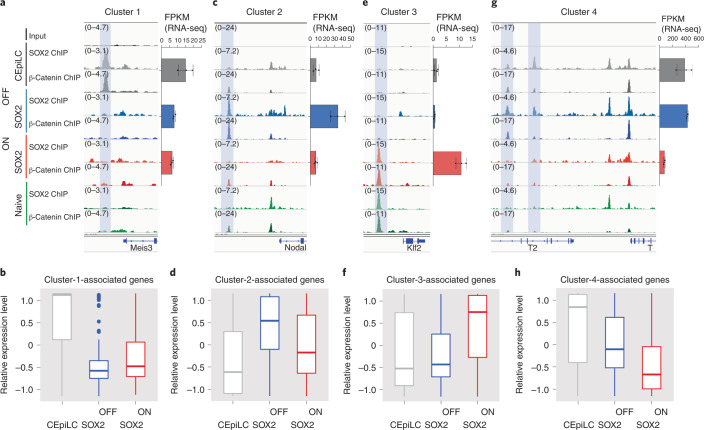
SOX2/β-catenin co-occupancy correlates with cell-type-specific gene expression. **a**, SOX2/β-catenin co-occupancy at a CRE shaded blue upstream of the transcriptional start site of Meis3 correlates with its cell-type-specific expression in CEpiLCs. **b**, Differentially expressed genes associated with cluster 1 CREs are most highly expressed in CEpiLCs. **c**, SOX2/β-catenin co-occupancy at an upstream of the transcriptional start site of Nodal correlates with its cell-type-specific expression in SOX2-OFF cells. **d**, Differentially expressed genes associated with cluster 2 CREs are most highly expressed in SOX2-OFF. **e**, SOX2/β-catenin co-occupancy at a CRE upstream of the pluripotency marker *Klf2* correlates with its cell-type-specific expression in SOX2-ON cells. **f**, Differentially expressed genes associated with cluster 3 CREs are most highly expressed in SOX2-ON. **g**, Reduced SOX2/β-catenin co-occupancy at multiple CREs upstream of the transcriptional start site of *T*/*Bra* in SOX2-ON and naive ESCs correlates with the absence of T/Bra expression in those cell states. **h**, Differentially expressed genes associated with cluster 4 CREs are expressed at lowest levels in SOX2-ON. Differential expression criterion for genes analysed in **b**, **d**, **f** and **h** is FDR <0.05, as determined by DESeq2 padj metric from *n* = 3 biological replicates. Data are represented by Tukey box plots (centre line is median, box limits are upper and lower quartiles, whiskers are 1.5× interquartile range and points are outliers). Source numerical data are available in source data. Source data

Genes in cluster 1, which are specifically occupied by SOX2/β-catenin in CEpiLCs (Figs. 4a and 3e,f), are increased in expression in CEpiLCs (Fig. 4a,b). These were enriched for biological processes related to anterior–posterior patterning (Fig. 3f and Extended Data Fig. 6a). Genes in cluster 2 were occupied by SOX2/β-catenin most highly in SOX2-OFF cells, showed greatest expression in these cells (Figs. 4c and 3e,f) and included early primitive streak and mesendodermal genes (Fig. 3f). Cluster 3 genes showed greatest SOX2/β-catenin occupancy and expression in SOX2-ON cells (Figs. 4e and 3e,f) and comprised genes associated with pluripotency and anterior neural identity (Fig. 3f and Extended Data Fig. 6b). Genes in cluster 4, which are occupied by SOX2/β-catenin most highly in WT CEpiLCs and SOX2-OFF cells (Figs. 4g and 3e,f), were enriched for genes expressed in caudal epiblast, primitive streak and mesoderm (Fig. 3f) and showed highest expression in these conditions (Fig. 4h). Thus, differential SOX2/β-catenin occupancy driven by changes in SOX2 levels correlates with cell-state-specific gene expression patterns and points to a positive role for SOX2 in promoting WNT-dependent gene activation by β-catenin.

Differentially expressed genes associated with SOX2/β-catenin occupancy in SOX2-ON in FLC medium and naive progenitors (clusters 3 and 5), included a number of pluripotency factors as well as genes involved in nervous system development (Fig. 3f and Extended Data Fig. 6b). Neural genes were expressed at comparatively low levels (Extended Data Fig. 6c), consistent with the priming of these genes in ESCs^27^. Thus, the establishment of a naive-like SOX2/TCF/LEF configuration appears to underlie the re-expression of pluripotent factors in SOX2-ON cells stimulated with WNT agonist, and repression of the post-implantation epiblast WNT response. This supports the idea that a reduction in SOX2 levels is necessary to reconfigure SOX2 and β-catenin to ensure a caudal epiblast gene regulatory programme in response to WNT activity.

### High SOX2 levels maintain chromatin accessibility

SOX2 has been proposed to act as a pioneer factor^28–31^, suggesting that SOX2 may direct cell-state-specific TCF/β-catenin binding by altering chromatin accessibility. To test this, we performed assay for transposase-accessible chromatin using sequencing (ATAC–seq). This revealed distinct relationships between chromatin accessibility and SOX2 occupancy in different cell states. Cluster 3 CREs (pluripotency and neural), occupied by SOX2 in SOX2-ON and pluripotent progenitors, were only accessible in cell states with high SOX2 (Fig. 5a,b and Extended Data Fig. 7a). By contrast, CREs in cluster 1, which were occupied by SOX2 specifically in CEpiLC, were accessible in all cell states (Fig. 5a and Extended Data Fig. 7a). Cluster 2 CREs (SOX2-OFF-specific and early streak) and cluster 4 CREs (primitive streak and paraxial mesoderm) exhibited a more complex pattern of accessibility, with comparable average accessibility in SOX2-OFF, SOX2-ON and pluripotent progenitors, but less accessibility in CEpiLCs (Fig. 5a and Extended Data Fig. 7a). Thus, whereas changes in chromatin accessibility may explain the specific occupancy of SOX2/TCF/β-catenin complexes at cluster 3 CREs in SOX2-ON and pluripotent cells, which express high levels of SOX2, they do not explain the cell-state-specific occupancy at other clusters.

**Fig. 5:**
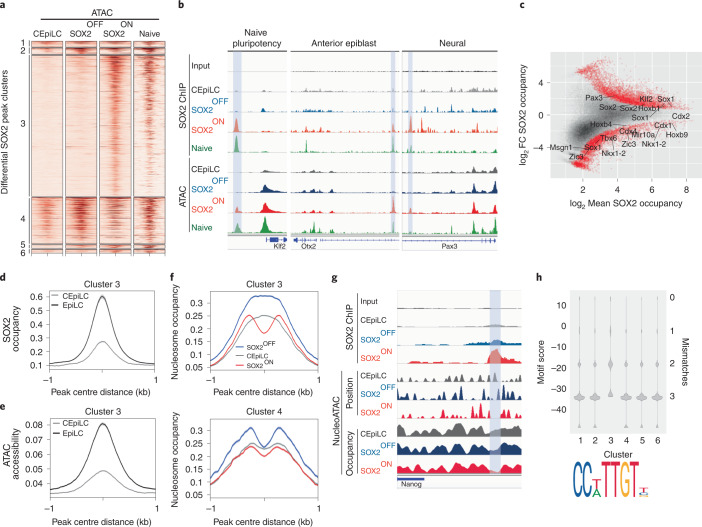
SOX2 promotes chromatin accessibility at high-affinity sites. **a**, Cluster 3 CREs classified in Fig. 3e exhibit ATAC–seq accessibility specifically in high-SOX2-expressing cells. Naive ATAC–seq data re-analysed from ref. ^63^. **b**, Correlated SOX2 occupancy and ATAC–seq accessibility at representative cluster 3 CREs (shaded blue) associated with genes expressed in high-SOX2-expressing cell types. **c**, SOX2 occupancy in CEpiLCs is higher at peaks associated with trunk patterning and mesoderm genes and lower at peaks associated with pluripotency and neural genes than in EpiLCs. Differentially occupied peaks (red) are statistically different between conditions (FDR <0.05). FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. **d**,**e**, Cluster 3 peaks exhibit greater average SOX2 occupancy (**d**) and ATAC–seq accessibility (**e**) in EpiLCs than in CEpiLCs (re-analysed from ref. ^35^). **f**, Average nucleosome occupancy at cluster 3 CREs is reduced at SOX2 peak centres in SOX2-ON, but relatively unchanged between cell types at cluster 4 peaks. **g**, Negative-correlation between SOX2 occupancy, nucleosome position and nucleosome occupancy at a representative CRE (shaded blue). **h**, SOX2 binding motifs at cluster 3 peaks most closely resemble the consensus sequence shown, as determined by FIMO calculated motif score (Methods). Source numerical data are available in source data. Source data

To exclude the possibility that accessibility at SOX2-occupied cluster 3 CREs might be an indirect consequence of the WNT-dependent naive pluripotent cell state, we analysed EpiLCs cultured in the absence of CHIR, which express high levels of SOX2 but do not express naive pluripotency genes (Fig. 2d). SOX2 occupancy was higher at CREs associated with pluripotency and neural differentiation genes, and lower at CREs associated with CEpiLC genes in EpiLCs compared with CEpiLCs (Fig. 5c). Average SOX2 occupancy and accessibility at cluster 3 CREs was also higher in EpiLCs (Fig. 5d,e and Extended Data Fig. 7b), supporting the idea that high SOX2 levels promote accessibility at these sites in the absence of WNT signalling.

We explored whether the increased ATAC–seq signal at cluster 3 CREs in SOX2-ON could be driven directly by SOX2 occupancy by analysing the nucleosome landscape at sites of SOX2 binding. NucleoATAC analysis^32^ revealed that average nucleosome occupancy at the centre of cluster 3 SOX2 binding peaks was markedly depleted in high-SOX2-expressing SOX2-ON cells compared with low-SOX2-expressing SOX-OFF cells and WT CEpiLCs (Fig. 5f,g). By contrast, the average nucleosome density at SOX2 peak centres in cluster 4 peaks was largely independent of SOX2 levels (Fig. 5f). We conclude that SOX2 binding directly drives nucleosome eviction, rather than being a secondary consequence of increased neighbouring accessibility.

We hypothesized that the distinct relationship between SOX2 levels and nucleosome occupancy at cluster 3 peaks may reflect the affinity of SOX2 binding sites within the underlying sequence. Motif analysis identified both more SOX2 sites and a greater proportion of peaks with high-affinity SOX2 motifs in cluster 3 (Fig. 5h and Extended Data Fig. 7c,d). Within this cluster, motif score correlated with SOX2 occupancy and nucleosome depletion in SOX2-ON cells (Extended Data Fig. 7e). What then explains the change in SOX2 binding in CEpiLCs?

### SOX2 occupies low-affinity sites with cell-specific factors

We reasoned that SOX2 occupancy at constitutively accessible sites might require additional cell-state-specific co-factors^33,34^. Motif enrichment analysis (Fig. 6a) revealed that cluster 1 peaks (CEpiLC-specific SOX2 binding) were enriched for CDX/HOX motifs, factors expressed specifically in CEpiLCs (Fig. 2a,f). Cluster 4 sites, which are occupied by SOX2/TCF/β-catenin in both CEpiLCs and SOX-OFF primitive streak progenitors, were enriched for motifs for T/BRA, which is repressed in SOX2-ON. In addition, cluster 2 sites were enriched for the Nodal signalling mediator FOXH1, indicating that elevated Nodal signalling may contribute to the regulation of the distinct early primitive streak WNT response in SOX-OFF cells.

**Fig. 6:**
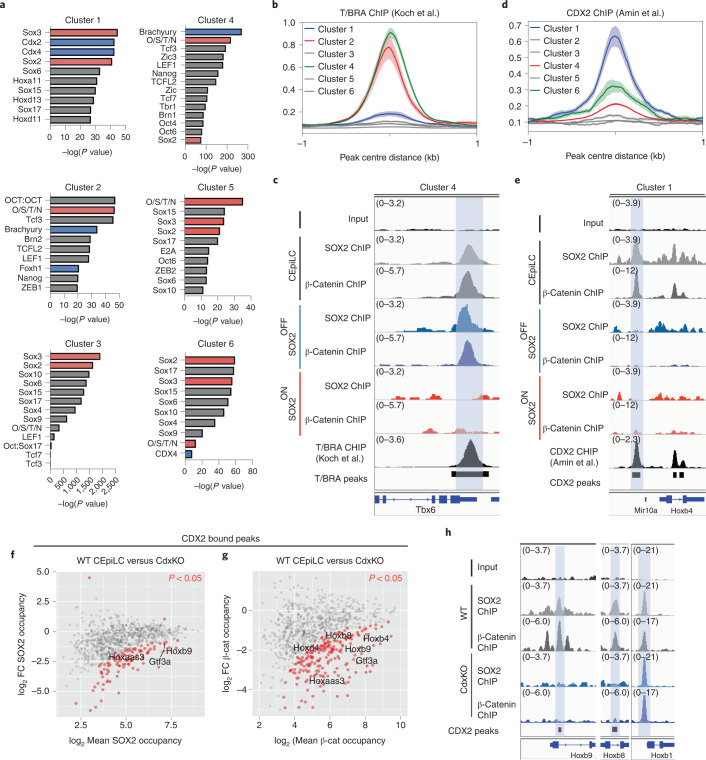
SOX2 associates with cell-type-specific factors at low-affinity sites. **a**, Cluster 1–6 CREs are enriched for distinct sets of TF binding motifs as determined by Homer (Methods). **b**, Cluster 2 and 4 CREs are enriched for T/BRA occupancy. T/BRA ChIP–seq re-analysed from ref. ^12^. Metaplots show mean ± s.e.m. **c**, Correlated SOX2, β-catenin and T/BRA occupancy at a representative cluster 4 CRE (shaded blue) at the *Tbx6* locus. **d**, Cluster 1 CREs are enriched for CDX2 occupancy. CDX2 ChIP–seq re-analysed from ref. ^64^. Metaplots show mean ± s.e.m. **e**, Correlated SOX2, β-catenin and CDX2 occupancy at a representative cluster 1 CRE (shaded blue) at the *HoxB* locus. O/S/T/N, OCT4/SOX2/TCF7L1/NANOG. **f**,**g**, Differential occupancy of SOX2 (**f**) and β-catenin (**g**) at CDX2 co-occupied peaks in CDX 1,2,4^−/−^ mutant progenitors compared with CEpiLCs. Differentially occupied peaks (red) are statistically different between conditions (FDR <0.05). FDR was determined by DESeq2 padj metric from *n* = 3 biological replicates. Labelled peaks are adjacent to genes differentially expressed in CDX 1,2,4^−/−^ mutant progenitors. FDR <0.05 determined by DESeq2 padj metric from *n* = 3 biological replicates. **h**, SOX2 and β-catenin occupancy is specifically reduced at CREs adjacent to trunk-expressed *HoxB8* and *HoxB9* in CDX 1,2,4^−/−^ mutant progenitors.

Consistent with these motif enrichment results, analysis of ChIP–seq data from CEpiLCs indicated that T/BRA was enriched, along with SOX2 and β-catenin, at both cluster 2 and cluster 4 sites (Fig. 6b,c and Extended Data Fig. 8a). Similarly, CDX2 ChIP–seq from CEpiLCs confirmed an increased CDX2 co-occupancy with SOX2 and β-catenin at cluster 1 sites (Fig. 6d,e and Extended Data Fig. 8a). Moreover, a larger proportion of low-affinity SOX2 motifs were found within close proximity (<100 bp) to CDX binding motifs within cluster 1 peaks than in clusters 2–4 (Extended Data Fig. 8b). Similarly, a larger proportion of low-affinity SOX2 motifs within cluster 2 and 4 peaks were located closer to T/BRA binding motifs than in other clusters (Extended Data Fig. 8c). This suggested that CDX and T/BRA may act as co-factors to promote cell-type-specific recruitment of SOX2 or β-catenin.

To test directly whether cell-type-specific TFs such as CDX and T/BRA mediate SOX2/TCF/β-catenin occupancy, we performed ChIP–seq for SOX2, β-catenin and LEF1 in CEpiLC cells derived from ESCs either mutant for *T/Bra* (T/BraKO) or triple mutant for *Cdx1,2,4* (CdxKO) (ref. ^35^). Strikingly, both SOX2 and β-catenin exhibited changes in binding in the absence of either CDX factors or T/BRA, and tended to be reduced at peaks adjacent to transcriptional targets of CDX (Fig. 6f,g,h) and T/BRA (Extended Data Fig. 8d–f). CdxKO cells showed reduced SOX2, β-catenin and LEF1 occupancy across cluster 1 CEpiLC-specific CREs co-occupied by SOX2 and CDX2 (Extended Data Fig. 8g–i), and reduced β-catenin at cluster 4 sites normally occupied by CDX factors (Extended Data Fig. 8j–l). These data support a direct role for CDX factors in configuring the CEpiLC WNT response. Similar results were observed for T/BraKO in clusters 2 (Extended Data Figs. 8m,n,o) and 4 (Extended Data Fig. 8p,q,r). As these changes in SOX2/β-catenin/LEF1 occupancy were not accompanied by discernable changes in nucleosome occupancy in either CdxKO or T/BraKO cells (Extended Data Fig. 8s), these data suggest that CDX and T/BRA regulate cell-type-specific WNT target-gene expression by directing the recruitment of SOX2 and TCF/β-catenin to constitutively accessible CREs.

### SOX2 levels control CDX2 enhancer activity

WNT-induced CDX2 expression is constrained to a specific range of SOX2 levels (Fig. 2a and Extended Data Fig. 9a). A previously identified regulatory element within the CDX2 intron^36,37^ displayed a cell-type-specific pattern of SOX2/β-catenin co-occupancy that correlated with SOX2 levels (Fig. 7a). We generated fluorescent reporter lines harbouring the intronic sequence (Fig. 7b). Both CDX2 expression and reporter activity were higher in CEpiLCs cultured in FLC medium than in pluripotent ESCs, which express high levels of SOX2, and activin-induced early primitive streak cells (Fig. 7c–e and Extended Data Fig. 9b) that express little if any SOX2 or *Sox3* (Extended Data Fig. 9c,d). To test whether SOX2 regulates the CDX2 intronic enhancer, we scrambled all SOX2 binding sites in the reporter (Sox2del) (Fig. 7b). Activity of the Sox2del reporter was substantially reduced in CEpiLCs (Fig. 7f and Extended Data Fig. 9e,f) consistent with the idea that SOX2 occupancy promotes the induction of CDX2 by WNT signalling, and that its repression in ESCs is indirect.

**Fig. 7:**
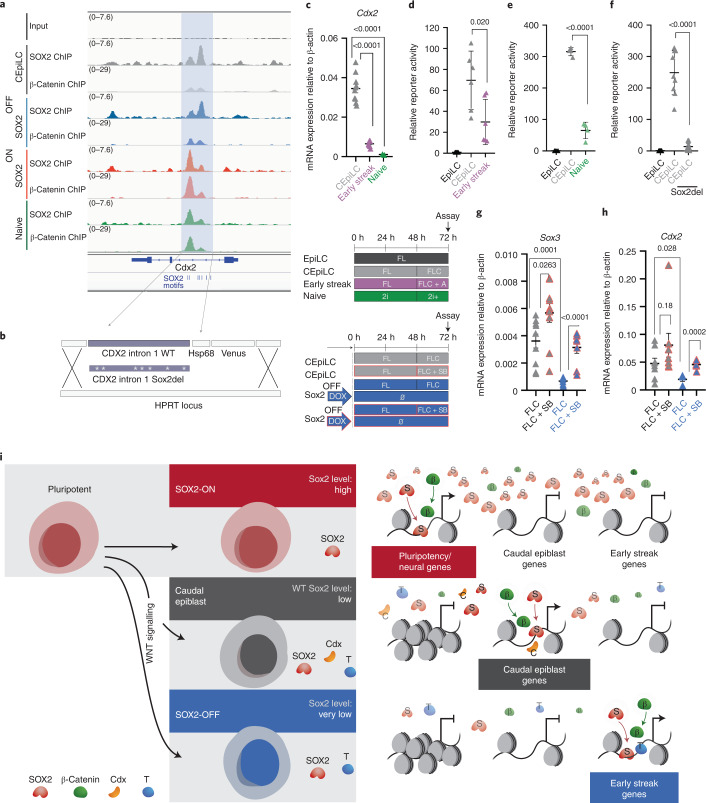
Cdx2 induction requires low-level SOX2/SOX3 expression. **a**, SOX2 and β-catenin co-occupy a CRE within intron 1 of *Cdx2* (shaded blue). **b**, WT and modified sequence (Sox2del) from the *Cdx2* intronic CRE was cloned into a fluorescent reporter construct. **c**, Measurement of relative mRNA expression by RT–qPCR shows that *Cdx2* expression is reduced in pluripotent and activin-induced early streak progenitors. CHIR concentration was 5 µM in 2i^+^ conditions. **d**,**e**, Flow cytometry quantification shows that the activity of the *Cdx2* CRE reporter construct is reduced in early streak progenitors (**d**) and pluripotent progenitors (**e**) relative to caudal epiblast progenitors (CEpiLC). **f**, Flow cytometry quantification shows that deletion of SOX2 binding sites (Sox2del) reduces the activity of the *Cdx2* CRE reporter in CEpiLCs. For details of reporter quantification in **d**–**f**, see Methods. **g**,**h**, Measurement of relative mRNA expression by RT–qPCR shows that inhibition of Nodal signalling elevates *Sox3* (**g**), and *Cdx2* (**h**), expression in SOX2-OFF progenitors. **i**, At high levels, SOX2 displaces nucleosomes from regulatory elements with high-affinity SOX2 binding sites, recruiting the WNT effector TCF/β-catenin and maintaining pluripotent gene expression. At lower SOX2 levels, SOX2/TCF/β-catenin occupancy is reconfigured to caudal epiblast expressed genes. These contain low-affinity SOX2 sites and are co-occupied by T/BRA and CDX. At very low SOX2 levels, early primitive streak genes are induced. Each datapoint in **c**–**h** represents an individual biological replicate. Bars denote mean ± s.e.m. *P* values calculated for differences of mean expression by two-tailed Student’s *t*-test are shown. In **c**, *n* = 10 for CEpiLC, *n* = 8 for early streak and *n* = 3 for naive; in **d**, *n* = 6 for CEpiLC and early streak progenitors; in **e**, *n* = 4 for CEpiLC and naive progenitors; in **f**, *n* = 9 for the WT CRE and *n* = 11 for Sox2del; in **g**, *n* = 10 for CEpiLCs, *n* = 10 for SB-treated CEpiLCs, *n* = 8 for SOX2-OFF and *n* = 8 for SB-treated SOX2-OFF; in **h**, *n* = 8 for CEpiLCs, *n* = 8 for SB-treated CEpiLCs, *n* = 6 for SOX2-OFF and *n* = 6 for SB-treated SOX2-OFF. SB, SB-431542. Source numerical data are available in source data. Source data

SOX2 and CDX2 are repressed by Nodal signalling in early primitive streak progenitors^38,39^. *Nodal* expression is elevated in SOX2-OFF primitive streak progenitors (Fig. 3d). Inhibition of Nodal signalling in SOX2-OFF cells concurrently with WNT pathway activation led to the inhibition of both the general primitive streak marker *T/Bra* and of early primitive streak markers *Eomes*, *Mixl1* and *Nanog* (Extended Data Fig. 9g), the upregulation of *Sox3* (Fig. 7g) and a rescue of *Cdx2* expression (Fig. 7h). We conclude that the presence of moderate levels of SOX2 in CEpiLCs promotes posterior identity by both positively regulating CDX2 expression and restraining the induction of early primitive streak identity by Nodal.

## Discussion

Here we show that the level of SOX2 expression determines its genome-wide occupancy and this underpins distinct WNT-driven transcriptional programmes at successive stages of pluripotent stem cell differentiation. We found that β-catenin frequently co-occupies genomic sites with SOX2. Perturbations to SOX2 levels led to coordinated changes in the genomic location of SOX2 and β-catenin binding. During the transition from pluripotency to caudal epiblast identity, a reduction in global SOX2 levels resulted in a reduction of SOX2 occupancy at a set of CREs accompanied by a corresponding reduction in β-catenin occupancy. Many of these CREs were associated with genes expressed in pluripotent epiblast or neural ectoderm, cell types that require high levels of SOX2 expression to maintain their identity^14,24,27,40^. Surprisingly, the reduction in global SOX2 levels also resulted in an increase in SOX2 and β-catenin co-occupancy at a set of CREs. These were associated with WNT-responsive genes expressed in caudal epiblast progenitors, many of which are responsible for posterior patterning and mesoderm differentiation. Artificially increasing or decreasing SOX2 expression redistributed SOX2/β-catenin, and prevented the transition to a CLE identity. Thus, SOX2 levels configure the WNT response of epiblast progenitors and shape the transcriptional changes accompanying the differentiation of pluripotent cells to CLE.

Different levels of TF expression have been found to control differential gene expression programmes in several systems^41–45^. In many cases, the mechanistic basis for this has been unclear. Here we provide evidence that, for SOX2, the level of expression has a marked effect on the selection of CREs to which it binds, providing an explanation for the different gene expression responses. At high levels of expression, SOX2 remains bound to a set of CREs associated with neural and pluripotency genes. For this set of CREs, SOX2 binding correlated with chromatin accessibility. This is consistent with the known role of SOX2 as a pioneer factor and its ability to bind and open inaccessible CREs^28–31^.

The decrease in SOX2 levels resulted in a repositioning of SOX2 to CREs associated with genes involved in posterior patterning and mesoderm induction. Despite the lower levels of SOX2, these CREs contained lower-affinity SOX2 binding sites than the CREs bound by SOX2 in cell types with high SOX2 expression levels. Moreover, these CREs were accessible in pluripotent conditions as well as in CLE. Co-factor-mediated recruitment to low-affinity sites has been implicated in cell-type-specific CRE activity and gene expression^33,34,46,47^. For SOX2, we found evidence of the involvement of CDX2 and T/BRA in directing binding to low-affinity sites. These observations suggest that SOX2 adopts different modes of chromatin interaction and CRE selection depending on its level of expression (Fig. 7i). This resolves a paradox. Despite its pioneering activity and ability to bind and activate condensed chromatin, the distribution of SOX2 occupancy on chromatin differs between cell types. Our data provide further evidence that SOX2 acts as a pioneer factor in pluripotent cells when expressed at high levels, but collaborates with other TFs to select lower-affinity binding sites when expressed at lower levels. This is consistent with previous studies of how TFs gain access to their genomic targets^29,48–50^ and provides an explanation for the distinct gene expression programmes regulated at different TF expression levels.

There was a positive correlation between SOX2 binding and the activation of WNT-responsive genes in CLE cells. Consistent with this, using a CRE from CDX2, we found that SOX2 occupancy is required for CDX2 activation by WNT signalling, providing direct evidence of an activator role for SOX2 in the regulation of β-catenin target genes. This suggests a self-reinforcing mechanism for cell-type specificity of WNT signalling. Downregulation of SOX2 in CEpiLCs leads to reconfiguration of the chromatin state and prevents re-expression of the pluripotent transcriptional programme. This eases repression on CLE-specific WNT target genes such as T/BRA and CDX2 (Figs. 2 and 7)^51,52^. Consequently, SOX2 and TCF/β-catenin are recruited to CREs associated with CDX and T/BRA target genes, inducing gene expression programmes characteristic of posterior identity and primitive streak to paraxial mesoderm differentiation. Then, as SOX2 levels are further reduced during the differentiation of CLE progenitors to mesoderm progenitors, CDX and T/BRA expression decreases^17,53^.

A consequence of the mechanism that establishes the primary body axis is that anterior and posterior structures derive from distinct epiblast progenitor pools^35^. Anterior tissues, including the forebrain and heart, are established early in embryonic development from pluripotent epiblast progenitors that co-express OCT4, NANOG and high levels of SOX2^16,18,38,54–59^. Caudal epiblast progenitors retain low levels of SOX2 expression, and this is required to assign trunk identity to both the mesoderm and spinal cord by establishing CDX/HOX expression in response to WNT signalling. As CREs associated with neural genes require high SOX2 to maintain accessibility, neural differentiation is restrained in CLE progenitors independently of inhibitory activity of OCT4/NANOG. By contrast, the initiation of mesoderm differentiation is controlled by regulation of T/BRA by WNT/Nodal signalling, independently of chromatin remodelling.

A division between the ontogeny of head and trunk tissue is also apparent in arthropods. Reminiscent of the CLE, homologues of SOX2 and CDX2 are co-expressed in a posterior progenitor pool that fuels WNT-dependent axis elongation. Moreover, the SOX orthologues have been shown to participate in the assignment of posterior identity within these progenitors^60–62^. A collaboration between WNT signalling and SOX2 in the regulation of CDX factors therefore appears to be an evolutionarily conserved mechanism that establishes the primary bilaterian axis and allocates cells to trunk tissues.

## Methods

### Cell lines

All cell lines were maintained and experiments performed at 37 °C with 5% CO_2_. All ESC lines used were derived from the XY HM1 TetON line^66^, which was used as the WT control. Sox2 TetON, *Cdx2* intron CRE reporter and *Cdx2* intron CRE reporter Sox2del lines were generated as described below. Cell lines were validated by DNA sequencing and flow cytometry, and routinely tested for mycoplasma.

### Sox2 TetON

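Sox2 is annotated with 1 exon on chromosome 3 of GRCm38, from 34650405 to 34652461 on the plus strand, and its coding sequence without the stop codon spans 957 bases from 34650416. The part of the guide oligonucleotides of Supplementary Table 1 that matches the gene is CGGGCCCGCAGCAAGCTT, which occurs 1 time in the Sox2 transcript, from 34650450 to 34650467. Counted from 1 at the start codon, it covers bases 35 to 52 of the open reading frame, and the adjoining protospacer adjacent motif CGG covers bases 53 to 55. The reference reads CGCCGGGCCCGCAGCAAGCTTCGGGGGGCG around the site. The mutagenesis primer of 27 bases differs from the reference by 1 substitution, G54A, which changes the motif from CGG to CAG and codon 18 from TCG to TCA, and both codons encode serine.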

Sox2 TetON was generated by introducing a silent G > A mutation 54 bp into the open reading frame of *Sox2* complementary DNA (cDNA) using site-directed mutagenesis to ablate the protospacer adjacent motif site targeted by the guide Sox2_CRISPR_1. The Sox2_CRISPR_1-insensitive *Sox2* cDNA was then subcloned into pBI2 using Sal1/Not1 restriction digest and subsequently cloned into the HPRT locus targeting vector Hprt2 as described previously in ref. ^66^. The HPRT_TetON-SOX2_54G > A construct was electroporated into HM1 TetON ESCs, and integrants were selected by culturing for 10 days in hypoxanthine-aminopterin-thymidine (HAT)-containing ESC medium. Construct integration was confirmed by genotyping, and transgene expression was confirmed by flow cytometry. SOX2_54G > A targeted cells were then adapted to 2i culture, the transgene was induced with Dox (1 μg ml^−1^), and cells were electroporated with Sox2_crispr_1 using an Amaxa Nucleofector to ablate endogenous *Sox2* gene expression. Electroporated cells were seeded at clonal density on gelatin plates in 2i medium and the following day were selected by culturing in puromycin (1 μg ml^−1^) for 36 h. Resistant clones were grown, picked, expanded and screened for SOX2 expression by flow cytometry to detect complete loss of SOX2 expression following withdrawal of Dox. Following ablation of endogenous SOX2, Sox2 TetON were stably maintained in pluripotency conditions by addition of 1 μg ml^−1^ Dox to serum + leukaemia inhibitory factor (LIF) ESC culture medium. Oligonucleotide sequences are detailed in Supplementary Table 1.

### Sox2 TetON, Sox3^−^

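Sox3 is annotated with 1 exon on chromosome X of GRCm38, from 60891366 to 60893430 on the minus strand, so that an XY cell carries a single copy. The guide of 20 bases, CAGCAGGCTGTACATCGCCG, matches the antisense strand of the transcript at 1 site, from 60893191 to 60893210. The site covers bases 221 to 240 of the open reading frame of 1350 bases, counted from 1 at the start codon, and is followed on the guide's strand by the motif GGG.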

*Sox3* was ablated from Sox2 TetON by electroporating Sox3_CRISPR_1 and selecting edited clones using the approach described above for *Sox2* ablation. Functional ablation of the single *Sox3* allele was confirmed by genotyping to identify clones with frameshift mutations, and subsequent functional analysis. Oligonucleotide sequences are detailed in Supplementary Table 1.

### *Cdx2* intron CRE reporter

GeneBlock oligonucleotides coding for a 1.6 kb fragment of WT sequence containing the SOX2 peaks within *Cdx2* intron 1, or the same region in which seven predicted SOX2 motifs (JASPAR)^67^ were scrambled (Sox2del), were cloned by Gibson assembly into a pENTR11 backbone upstream of an *hsp68* minimal promoter driving expression of a Venus-H2B transgene. Additionally, the Gateway cassette from FuTetO-GW (Addgene) was cloned by Gibson assembly into the Asc1/Pme1 site of Hprt2 (ref. ^66^) to yield HPRT_GW. LR clonase (Invitrogen) was used to induce recombination between the pENTR reporter construct and HPRT_GW, yielding HPRT-locus targeting constructs, which were used to generate stable lines in HM1 TetON ESCs as described for Sox2 TetON. Oligonucleotide sequences are detailed in Supplementary Table 1.

### ESC culture and differentiation

All mESCs were propagated on mitotically inactivated mouse embryonic fibroblasts (feeders) in DMEM knockout medium supplemented with 1,000 U ml^−1^ LIF, 10% cell-culture-validated foetal bovine serum, penicillin–streptomycin and 2 mM l-glutamine (Gibco). To obtain EpiLCs and CEpiLCs, ESCs were differentiated as previously described^9^ with the addition of the porcupine inhibitor LGK974 in all culture media. Briefly, ESCs were dissociated with 0.05% trypsin, and plated on tissue-culture-treated plates for two sequential 20-min periods in ESC medium to separate them from their feeder layer cells, which adhere to the plastic. To start the differentiation, cells remaining in the supernatant were pelleted by centrifugation, counted and resuspended in N2B27 medium containing 10 ng ml^−1^ bFGF + 5 μM, and 50,000 cells per 35 mm gelatin-coated CellBIND dish (Corning) were plated. N2B27 medium contained a 1:1 ratio of DMEM/F12:Neurobasal medium (Gibco) supplemented with 1× N2 (Gibco), 1× B27 (Gibco), 2 mM l-glutamine (Gibco), 40 mg ml^−1^ BSA (Sigma), penicillin–streptomycin and 0.1 mM 2-mercaptoethanol. To generate EpiLCs, the cells were grown for 72 h in N2B27 + 10 ng ml^−1^ bFGF + 5 μM LGK974 (FL medium). To generate CEpiLCs, cells were cultured with N2B27 + 10 ng ml^−1^ bFGF + 5 μM LGK974 for 48 h, then N2B27 + 10 ng ml^−1^ bFGF + 5 μM LGK974 + 5 μM CHIR99021 (FLC medium) for a further 24 h (day 3 in ref. ^9^). CEpiLCs were differentiated to spinal cord neural progenitors by removal of bFGF and CHIR from culture medium at 72 h, and to paraxial mesoderm by removal of bFGF and maintenance of 5 μM CHIR from 72 h onwards. When investigating the activity of Nodal signalling, either 10 ng ml^−1^ recombinant activin or 10 μM ALK-inhibitor SB-431542 was included in bFGF/CHIR-containing medium. Experiments conducted in 2i medium were initiated by separating serum/LIF-grown ESCs from feeders as described above and plating onto gelatin-coated CellBIND dishes in N2/B27-containing basal medium supplemented with 3 μM CHIR and 500 nM PD0325901. For all experiments described, cells were cultured for 48 h before changing medium. Medium changes were then made every 24 h. Details of key compounds are described in Supplementary Table 1.

### Immunofluorescence

Cells were washed in PBS and fixed in 4% paraformaldehyde in PBS for 15 min at 4 °C, followed by two washes in PBS and one wash in PBST (0.1% Triton X-100 diluted in PBS). Primary antibodies were applied overnight at 4 °C diluted in filter-sterilized blocking solution (1% BSA diluted in PBST). Cells were washed three times in PBST and incubated with secondary antibodies at room temperature, for 1 h. Cells were washed three times in PBST, incubated with DAPI for 5 min in PBS and washed twice before mounting with Prolong Gold (Invitrogen). Cells were imaged on a Zeiss Imager.Z2 microscope using the ApoTome.2 structured illumination platform. *Z* stacks were acquired using Zeiss Zen software and represented as maximum intensity projections using ImageJ software. The same settings were applied to all images. Immunofluorescence was performed on a minimum of two biological replicates, from independent experiments. Secondary antibodies used were anti-mouse AlexaFluor 488 (Thermo Fisher), anti-rabbit AlexaFluor 488 (Thermo Fisher), anti-rabbit AlexaFluor 647 (Thermo Fisher) and anti-goat AlexaFluor 647 (Thermo Fisher). Details of primary antibodies are described in Supplementary Table 1.

### Intracellular flow cytometry

Cells were washed in PBS and dissociated with minimal accutase (Gibco). Once detached, cells were collected into 1.5 ml Eppendorf tubes by dissociating in N2B27 and pelleted. Cells were resuspended in PBS, pelleted and resuspended in 4% paraformaldehyde in PBS. Following 15 min incubation at 4 °C, cells were centrifuged at 700 relative centrifugal force, resuspended in PBS and stored at 4 °C for future analysis. On the day of flow cytometry, cells were counted and equal cell numbers were transferred for staining in V-bottom 96-well plates. Samples were pelleted and resuspended in 5 μl FACS block (PBS + 0.2% Triton + 3% BSA). After 10 min incubation at room temperature, antibodies were added to the sample and incubated overnight at 4 °C. Cells were pelleted at 700*g* for 5 min and resuspended in 50 μl FACS block. One additional wash was performed before acquisition on a Fortessa flow cytometer (BD) using FACSDiva software. Analysis was performed using the R package flowCore^68^ and data were graphed using ggplot2 (ref. ^69^). A representative figure illustrating the gating strategy is provided in Extended Data Fig. 10. Details of antibodies are described in Supplementary Table 1.

### Quantification of flow cytometry data

To determine the relative response of the *Cdx2* intron CRE reporter to WNT pathway activation in CEpiLCs, early streak and naïve progenitors, the median fluorescence intensity was determined and normalized against the value obtained for unstimulated EpiLCs. The same approach was taken when investigating the consequence of SOX2 binding site deletion in the Sox2del line.

### RNA extraction

RNA used for quantitative PCR (qPCR) or RNA sequencing (RNA-seq) was extracted from cells using a QIAGEN RNeasy kit in RLT buffer, following the manufacturer’s instructions. Extracts were digested with DNase I to eliminate genomic DNA.

### cDNA synthesis and qPCR analysis

First-strand cDNA synthesis was performed using Superscript III (Invitrogen) using random hexamers and was amplified using PowerUp SYBR-Green Mastermix (Applied Biosystems). qPCR was performed using the Applied Biosystems QuantStudio Real Time PCR system and analysed with Applied Biosystems QuantStudio 12 K Flex software. PCR primers were designed using online GenScript qPCR primer design tool. Two technical replicates were obtained for each sample and averaged before normalization and statistical analysis. Relative expression values for each gene were calculated by normalization against β-actin, using the delta–delta CT method. qPCR analysis was performed on samples obtained from a minimum of three independent experiments for every primer pair analysed. Data were graphed and statistical tests were performed using GraphPad Prism software. Primer sequences are detailed in Supplementary Table 1.

### RNA-seq

Libraries were prepared using the KAPA mRNA HyperPrep kit (Roche) and sequenced as 76 bp single-end, strand-specific reads on the Illumina HiSeq 4000 platform (Francis Crick Institute).

### RNA-seq analysis

Adapter trimming was performed with cutadapt (version 1.16)^70^ with parameters ‘–minimum-length=25 –quality-cutoff=20 -a AGATCGGAAGAGC’, and for paired-end data ‘’-A AGATCGGAAGAGC’ was appended to the command. The RSEM package (version 1.3.0)^71^ in conjunction with the STAR alignment algorithm (version 2.5.2a)^72^ was used for the mapping and subsequent gene-level counting of the sequenced reads with respect to mm10 RefSeq genes downloaded from the UCSC Table Browser^73^ on 11 December 2017. The parameters passed to the ‘rsem-calculate-expression’ command were ‘–star –star-gzipped-read-file –star-output-genome-bam –forward-prob 0’, and for paired-end data ‘–paired-end’ was appended to the command. Differential expression analysis was performed with the DESeq2 package (version 1.16.1)^74^ within the R programming environment (version 3.4.1). 

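Between the 3 WT ESC and 3 WT EpiLC libraries, 6571 genes had an adjusted p of at most 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, of which 3267 were higher and 3304 lower in EpiLCs. An absolute log2 fold change above 1 was reached by 2927 of these genes, 1270 higher and 1657 lower. With the replicate number as a block, 6085 genes were significant, and the 5828 shared with the fit without the block all had the same sign (same-numbered libraries correlated with r of 0.01, 0.19 and 0.17 across genes). With DESeq2, 7061 genes were significant, 3383 higher and 3678 lower, and with upper-quartile normalization 3457 were higher and 3074 lower. Leaving out EpiLC replicate 1 moved the number of significant genes most, to 4244. Among significant genes with a mean of at least 10 CPM, the largest rises were those of Slc35d3 (6.35, adjusted p = 9.17e-05), Spon1 (6.07), Btbd17 (5.47), Calcr (4.94) and Miat (4.62), as log2 fold changes. The largest falls were those of Serpina3h (-8.29, adjusted p = 0.00364), Fosb (-8.13), Fos (-7.12), Jam2 (-6.99) and Tbx3 (-6.59). Serpina3h belongs to a family of similar genes between which reads could be split, and it varied between ESC replicates, at 18.8, 77.2 and 5.06 TPM. Its ESC values had the library order of the fibroblast markers described in the additional observations. RNA from feeder cells thus cannot be excluded as part of its fall.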

An adjusted *P* value ≤0.05 was used as the significance threshold for the identification of differentially expressed genes.

### RNA-seq clustering

The R ‘kmeans’ function was used to cluster standardized (*z*-transformed) FPKM values across biological conditions before plotting with R ‘heatmap2’ function. The lowest value of *k* able to partition gross trends in the data was chosen.

### RNA-seq associating differential gene expression with differential SOX2 occupancy

Homer ‘annotatePeaks.pl’ was used to associate consensus SOX2 ChIP peaks with nearest gene promoters. SOX2-associated genes were then filtered on the basis of their differential expression in pairwise comparisons between either CEpiLC, SOX2-OFF and SOX2-ON; WT CEpiLC and *Cdx1,2,4*^−/−^ (CdxKO) CEpiLC; or WT CEpiLC and *T/Bra*^−/−^ (T/BraKO) CEpiLC using DESeq2. Mean FPKM values from triplicate samples were *z*-transformed across the three experimental conditions to standardize fold change in expression and plotted using ggplot2.

### RNA-seq GO enrichment

The online functional annotation tool of the DAVID bioinformatics resource https://david.ncifcrf.gov/summary.jsp was used with default parameters to identify statistically enriched biological process annotations within sets of gene IDs associated with differentially expressed transcripts, and to calculate associated Benjamini–Hochberg adjusted *P* values.

### RNA-seq comparison of in vitro to in vivo epiblast differentiation

Principal component analysis was performed on mRNA-seq data from duplicate 2i, and triplicate ICM, E4.5 epiblast and E5.5 epiblast samples from ref. ^65^ using using the R function prcomp. PC1 aligned with developmental time, whereas PC2 separated in vitro (2i) and in vivo (ICM, E4.5 and E5.5) derived samples. The top 300 genes contributing most positively and negatively to PC1 were selected to represent the gene expression dynamics observed to occur during epiblast differentiation in vivo, and the dynamics of their expression during in vitro differentiation of ESCs to EpiLCs was represented by plotting standardized (*z*-transformed) FPKM values using heatmap2.

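Of the genes on these lists, 121 change from E4.5 epiblast to E5.5 epiblast in the direction opposite to that from E3.5 inner cell mass in the paper's FPKM. Log2 CPM of the tested genes were z-transformed over the 6 libraries, as the deposited columns used here hold expected counts and TPM. Supplementary Table 4a holds FPKM of the list genes for these libraries, but they were not z-transformed here. The mean z-score of the falling genes was 0.49 ± 0.14 in ESCs (SD, n = 3) and -0.49 ± 0.16 in EpiLCs (SD, n = 3). For the rising genes it was -0.30 ± 0.14 in ESCs (SD, n = 3) and 0.30 ± 0.08 in EpiLCs (SD, n = 3). The smallest p that an exact permutation test allows with 3 libraries against 3 is 0.1, so the z-scores were not tested. With TPM in place of log2 CPM, an alternative chosen after seeing the data, the mean z-scores in EpiLCs were -0.45 and 0.35. Genes that changed significantly in the direction opposite to that in vivo numbered 58. Among rising genes that fell in vitro, the largest log2 fold changes were those of Zbp1 (-6.30, adjusted p = 1.27e-04), Fgf8 (-5.07, adjusted p = 0.00526), 1700097N02Rik (-4.58), Psmb8 (-4.41) and Aire (-4.34). Fgf8 was at 52.8 ± 28.8 TPM in ESCs and 1.58 ± 2.19 TPM in EpiLCs (SD, n = 3). Among falling genes that rose in vitro, they were those of Myod1 (3.92), H2-Bl (1.85), Cidea (1.82), Kcnk6 (1.72) and Gch1 (1.61). Myod1 was low throughout, at 0.0400 ± 0.0361 TPM in ESCs, and H2-Bl shares sequence with other class I histocompatibility genes, between which reads could be split. From the z-transformed expression of these genes in ESCs and EpiLCs (Extended Data Fig. 1a), the paper states that EpiLCs recapitulate the gene expression changes of the post-implantation epiblast.

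**Figure D3:**
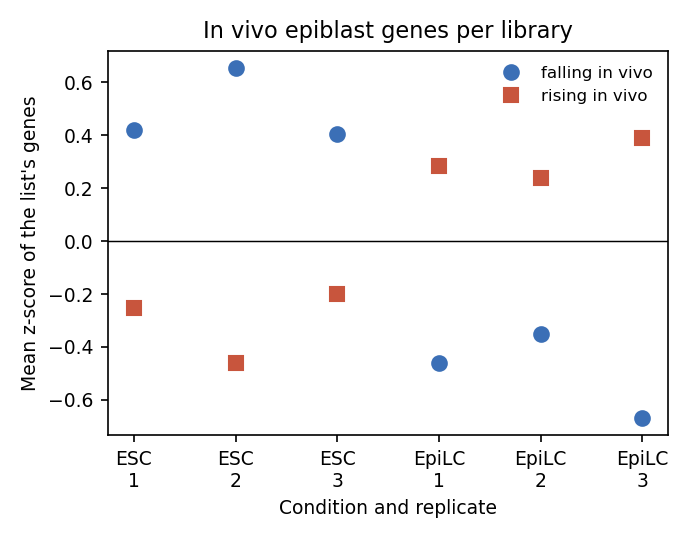
Mean z-score (log2 CPM, each gene standardized over the 6 libraries) of falling and rising genes in each ESC and EpiLC replicate. The falling genes lie between 0.41 and 0.65 in ESCs and between -0.67 and -0.35 in EpiLCs.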

### ChIP–seq

Adherent cells were washed three times with PBS, fixed with gentle agitation for 45 min at room temperature with fresh 2 mM di(*N*-succinimidyl) glutarate (Sigma) in PBS, washed an additional three times with PBS, then fixed for 10 min at room temperature with 1% molecular-biology-grade paraformaldehyde in PBS. Fixation was quenched by addition of 250 mM glycerine for 5 min, followed by additional washing with PBS. Plates were cooled, and cells were scraped into tubes in a low volume of PBS 0.02% Triton X-100 and pelleted by centrifugation at 100*g* for 5 min at 4 °C before snap freezing in liquid nitrogen and storing at −80 °C. Approximately 5 × 10^6^ cells were transferred to a Diagenode TPX tube and resuspended in ice-cold shearing buffer containing 0.3% SDS and protease inhibitors (Sigma). Chromatin was sheared using a Bioruptor plus: 25 cycles of 30 s on/30 s off on high setting, and lysates were then diluted to 0.15% SDS and cleared by centrifugation at 14,000 r.p.m. for 10 min at 4 °C. Then, 1/20 of the chromatin from ~1 × 10^7^ cells was set aside and frozen for subsequent use as input control, and the remainder was incubated overnight at 4 °C under rotation with 100 μl of protein G dynabeads (Invitrogen) pre-loaded for 4 h at room temperature with 5 μg of ChIP antibodies diluted in shearing buffer containing 0.15% SDS. Beads were magnetically immobilized, unbound supernatant was discarded and beads were sequentially washed under rotation twice with Wash Buffer 1, once with Wash Buffer 2, once with Wash Buffer 3 and twice with Wash Buffer 4 for 5 min each, magnetically capturing beads between each wash. Chromatin was eluted from beads by incubating twice at 65 °C for 10 min in 100 μl elution buffer on a shaking heat block, capturing beads between each elution step and then pooling each eluted fraction. Input samples were made up to 200 μl with elution buffer, 6.4 μl of 5 M NaCl was added to each input or immunoprecipitated sample, and all samples were de-crosslinked overnight at 65 °C. Samples were incubated for 2hrs at 37 °C with 0.2 μg ml^−1^ PureLink RNAse A (Invitrogen), then supplemented with 5 mM EDTA and incubated for an additional 2 h at 45 °C with 0.2 μg ml^−1^ proteinase K (Thermo Scientific) before purifying DNA with Qiagen PCR clean-up columns. DNA fragmentation of IP and input samples was confirmed by Agilent TapeStation before library preparation using NEB Ultra II DNA. Biological triplicates were obtained for all conditions from separate experiments. Libraries were sequenced as single-end, 76 bp reads on the Illumina High-Seq 4000 platform (Francis Crick Institute). The composition of buffers and details of antibodies are described in Supplementary Table 1.

### ChIP-seq analysis

The nf-core/ChIP-seq pipeline (version 1.1.0; 10.5281/zenodo.3529400)^75^ written in the Nextflow domain specific language (version 19.10.0)^76^ was used to perform the primary analysis of the samples in conjunction with Singularity (version 2.6.0)^77^. The command used was ‘ nextflow run nf-core/ChIP-seq –input design.csv –genome mm10 –gtf refseq_genes.gtf –single_end –narrow_peak –min_reps_consensus 2 -profile crick -r 1.1.0’. To summarize, the pipeline performs adapter trimming (Trim Galore! - https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), read alignment (BWA)^78^ and filtering (SAMtools)^79^; (BEDTools)^80^; (BamTools)^81^; (pysam - https://github.com/pysam-developers/pysam); (picard-tools; http://broadinstitute.github.io/picard), normalized coverage track generation (BEDTools)^80^; (bedGraphToBigWig)^82^, peak calling (MACS) (default *q*-value threshold <0.05)^83^ and annotation relative to gene features (HOMER)^84^, consensus peak set creation (BEDTools)^80^, differential binding analysis (featureCounts)^85^; (DESeq2)^74^ and extensive quality control and version reporting (MultiQC)^86^; (FastQC; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/); (preseq); deepTools^87^; (phantompeakqualtools)^88^. Inclusion of a peak in the consensus peak set required that it be called by MACS in a minimum of two of three biological replicates from any of the four experimental conditions (CEpiLC, SOX2-OFF, SOX2-ON and naive ESCs). In all analyses, except for Fig. 3c and Extended Data Fig. 4c, the consensus peak set was derived from SOX2 peaks. For Fig. 3c and Extended Data Fig. 4c, the consensus peak set comprised peaks from SOX2/β-catenin/TCF7L1/LEF1. All data were processed relative to the mouse UCSC mm10 genome (UCSC)^73^ downloaded from AWS iGenomes (https://github.com/ewels/AWS-iGenomes). Peak annotation was performed relative to the same GTF gene annotation file used for the RNA-seq analysis. Tracks illustrating representative peaks were visualized using the IGV genome browser^89^.

### ChIP–seq peak clustering

SOX2 peaks were manually assigned to six clusters on the basis of differential occupancy between WT, SOX2-OFF and SOX2-ON samples. Peaks in clusters 1, 2 and 3 had the highest mean read counts across biological triplicate samples in either WT, SOX2-OFF or SOX2-ON respectively, and were statistically different (false discovery rate (FDR) <0.05) as determined by DESeq2 compared with all other experimental conditions. Cluster 4, 5 and 6 peaks were statistically different to only one of the other experimental conditions. Browser Extensible Data (BED) files of genomic intervals defined by SOX2 peaks within these clusters were used to plot metaplots and heat maps from the BigWig files generated from the nf-core/ChIP-seq and nf-core/ATAC-seq pipelines using deepTools, for motif enrichment analysis and motif scanning.

### ChIP–seq motif enrichment

Motifs enriched within each SOX2 peak cluster were identified using Homer^84^ findMotifsGenome using default parameters. Region size was 200 bp (±100 bp adjacent to peak centre).

### ChIP–seq motif scoring with FIMO

Regions ±100 bp adjacent to SOX2 ChIP–seq peak centres were used as inputs for the motif scanning tool Find Individual Motif Occurrences (FIMO) http://meme-suite.org/tools/fimo (ref. ^90^). The SOX2 motif MA0143.3 (JASPAR)^67^ was used as a target. *P*-value threshold was set to *P* < 0.1 so as to include low-scoring SOX2 motifs present within peak sets. Cluster 3 peaks were ranked on the basis of the total score of all motifs within each region with a score greater than −20, which represents up to two mismatches compared with the consensus. All ±100 bp regions within cluster 1–6 peaks contained at least one motif with a score greater than −20.

### ChIP–seq peak intersection

BEDtools^80^ intersectBed was used to identify genomic intervals overlapping by >10% in BED files listing coordinates of consensus and differentially occupied peak sets for each immunoprecipitated factor.

### ATAC–seq

ATAC–seq sample preparation was performed as described in ref. ^35^. Briefly, adherent cells were treated with StemPro Accutase (ThermoFisher) to obtain a single cell suspension, counted and resuspended to obtain 50,000 cells per sample in ice-cold PBS. Cells were pelleted and resuspended in lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_ and 0.1% IGEPAL). Following a 10 min centrifugation at 4 °C, nucleic extracts were resuspended in transposition buffer for 30 min at 37 °C and purified using a QIAGEN MinElute PCR Purification kit following the manufacturer’s instructions. Transposed DNA was eluted in a 10 μl volume and amplified by PCR with Nextera primers to generate single-indexed libraries. Libraries were sequenced as paired-end, 101 bp reads on the Illumina High-Seq 4000 platform (Francis Crick Institute).

### ATAC–seq analysis

The nf-core/atacseq pipeline (version 1.0.0; 10.5281/zenodo.2634133)^75^ written in the Nextflow domain specific language (version 19.10.0)^76^ was used to perform the primary analysis of the samples in conjunction with Singularity (version 2.6.0)^77^. The command used was ‘ nextflow run nf-core/ATAC-seq –design design.csv –genome mm10 –gtf refseq_genes.gtf -profile crick -r 1.0.0’. The nf-core/ATAC-seq pipeline uses similar processing steps as described for the nf-core/ChIP-seq pipeline in the previous section but with additional steps specific to ATAC–seq analysis, including removal of mitochondrial reads.

### Nucleosome analysis

The NucleoATAC package (version 0.3.4)^32^ was run in default mode. Analysis was performed on all genomic intervals called as peaks from ATAC–seq data as described above. Metaplots of the occ.bedgraph files for each experimental condition were plotted using deepTools to score the average nucleosome occupancy within each peak cluster. Tracks of the occ.bedgraph and nucleoatac_signal.smooth.bedgraph files were visualized using the IGV genome browser^89^ to illustrate the occupancy and position of nucleosomes at genomic intervals of interest.

### Statistics and reproducibility

No statistical method was used to pre-determine sample size. No data were excluded from the analyses. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment. Software used for statistical analysis is detailed in Supplementary Table 2.

For all statistical analyses, data were obtained from a minimum of three independent experiments. Details of replicate numbers, quantification and statistics for each experiment are specified in the figure legends.

### Availability of unique biological material

All embryonic stem cell lines described for the first time in this study are available from James Briscoe upon request.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-022-00910-2.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table Supplementary Tables 1–10.

## Data Availability

Deep-sequencing (ChIP–seq, ATAC–seq and RNA-seq) data generated during this study have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE162774. Previously published ChIP–seq, ATAC–seq and RNA-seq data that were re-analysed during this study are available under accession codes GSE64059, GSE84899, GSE93524, E-MTAB-2268, E-MTAB-2958 and E-MTAB-6337. Details of individual samples re-analysed are described in Supplementary Table 3. Source data for Figs. 1,2,4,5 and 7 and Extended Data Figs. 1,2,3 and 9 are provided in source data. All other data supporting the findings of this study are provided in supplementary information or are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data.
Source Data Fig. 4 Statistical source data.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 9 Statistical source data.

How the deposited data were processed for this re-analysis (not part of the article)

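RNA-seq libraries of WT mouse ESCs (0 h) and EpiLCs (48 h in FL medium), with 3 biological replicates of each, were analysed. The culture methods of the paper give 72 h for EpiLCs, whereas its results section and the sample labels give 48 h for these libraries. The authors trimmed adapters with cutadapt 1.16, mapped single-end reads of 76 nt with STAR 2.5.2a and counted them per gene with RSEM 1.3.0 against the mm10 RefSeq genes, using strand information. The authors deposited RSEM expected counts, which are not normalized and in which reads that map to several genes are divided between them. Of the expected counts, between 4.27% and 4.65% per library were not whole numbers. The authors also deposited TPM, which RSEM scales for transcript length and library, and which sum to 1000000 in each library.

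The identity of the libraries was checked against the FPKM of Supplementary Table 4a. The log2 ratio of the paper's FPKM to the deposited TPM had an SD across genes between 0.000211 and 0.000234 for the 6 matching libraries and between 0.178 and 1.27 for the 30 other pairings.

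Expected counts were rounded to whole numbers, normalized with edgeR's TMM method (factors from 0.979 to 1.02) and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3). Genes were kept with edgeR's filterByExpr, which left 14468 of 24736 genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes above 1 on the log2 scale were counted separately. Lists were tested with camera and fry (limma 3.58.1) and set against 10000 random lists drawn from 20 bins of mean expression. The genes named in the text were fixed by a rule. They are the genes of Fig. 2a to 2d and of the RT-qPCR measurements, Sox2, T and Actb, lists of marker genes for fibroblasts, primitive endoderm, 2-cell-like cells, WNT targets, DNA methylation and cell identity, the 5 largest rises and 5 largest falls among significant genes with a mean of at least 10 CPM, and the 5 falling and 5 rising list genes changed most in the opposite direction. Immediate early genes were added after their values were seen. The planned z-transformation of FPKM was done on log2 CPM (prior count 2), as the columns analysed here hold expected counts and TPM. The FPKM of the list genes in Supplementary Table 4a were not used for it.

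The replicate numbers come from the sample labels, which number both groups from 1 to 3. The main design has no replicate block, since the paper's methods name none, and a fit with the block is given beside it. Alternatives were DESeq2 1.42.0, upper-quartile normalization, no filter, a filter of 10 counts in every sample, the replicate block, leaving out each replicate in turn, other directions and subsets of the in vivo lists, other list tests and other reference genes. Limma on log2(TPM + 1) and log2(TPM + 0.1), and z-scores of TPM, were added after the data were seen. The paper's methods name DESeq2 1.16.1.

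The tests of single genes, camera, fry and the percentile among random lists were tried on simulated data. Counts were drawn for the 14468 genes of the main fit. The filter then left 14290 genes, of which 194 had been changed by a known fold. The edgeR test called 137 of the changed genes, 81% of those changed 4-fold and 56% of those changed 2-fold, with 12 false calls and 0 calls of the wrong sign. These percentages count changed genes that the filter removed as not called. The fit with the block called 128 with 19 false calls, DESeq2 called 158 with 49 false calls, and limma called 135 with 12 false calls. Of 100 random lists of unchanged genes, 0 had a camera p of at most 0.05, with the preset or the estimated correlation. A fry p of at most 0.05 was found for 10 lists, so fry called more unchanged lists here than its threshold implies. All lists came from the same simulated data, in which genes were drawn independently of each other. The simulation therefore cannot show whether the preset correlation is adequate for correlated genes. Guide sequences of Supplementary Table 1 were matched to the transcripts of GENCODE vM21 on GRCm38, and gene positions on mm10 were taken from RefSeq.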

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

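The tests of the order of the ESC libraries for fibroblast, streak and cell identity genes, and that of the immediate early genes, were chosen after the result was seen; the tests of library depth and of all genes lower in EpiLCs were chosen before it.

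Fibroblast marker genes, which the paper does not discuss, were expressed in the ESC libraries. The summed TPM of the markers was 404, 1778 and 151 in ESC replicates 1, 2 and 3, against 131, 132 and 117 in the EpiLC replicates. Col1a1 was at 90.5, 489 and 28.3 TPM in ESC replicates 1, 2 and 3 and at 6.63, 13.9 and 3.08 TPM in EpiLC replicates 1, 2 and 3. A candidate explanation is RNA from feeder fibroblasts, on which the ESCs were grown. The paper's methods describe separating ESCs from feeder cells by their adhesion before differentiation starts. All 14 markers tested were highest in ESC replicate 2 and lowest in ESC replicate 3. Of 10000 random lists matched on expression, 0 had as many genes in any single order. Hprt, Xist and Kdm5d, which are outside the marker list, had the same order in 3 of 3 cases, but they were picked after their values were seen and so cannot decide it. Hprt was at 7.47, 20.9 and 2.33 TPM in ESC replicates 1, 2 and 3 and at 0.98, 2.48 and 0.64 TPM in EpiLC replicates 1, 2 and 3. Col1a1 and Hprt thus kept this order in the EpiLC replicates, as did the markers Col1a2, Col3a1, Col6a1, Fbn1, Mmp2, S100a4 and Twist2. The markers Acta2, Dcn, Pdgfrb, Postn, Prrx1 and Thy1 did not, so the EpiLC libraries leave the explanation open. Library depth was examined by thinning all libraries to the smallest total: the mean log2 difference of the markers between ESC replicates 2 and 3 was 2.82 after thinning and 2.81 before, but thinning can hardly move a value in CPM, so it does not settle the question. Primitive streak-like cells in the ESC cultures were examined with 24 streak and caudal genes, of which 9 had the order of the fibroblast markers and 12 had another common order. The 12 were highest in ESC replicate 1 and lowest in ESC replicate 3 and include T, Mixl1, Evx1 and Msgn1. These 12 genes thus did not follow the fibroblast markers. Of the 9, 7 are Hox genes, and the others are Cdx1 and Nkx1-2. Since these 9 genes shared the order of the markers over only 3 libraries, streak-like cells cannot be excluded as part of it.

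How far feeder RNA may enter the list of genes lower in EpiLCs was examined by counting genes with the order of the fibroblast markers and at least 4 times more in the highest than in the lowest ESC library. Among genes significantly lower in EpiLCs with an absolute log2 fold change above 1, 176 genes (10.6%) met this, against 2.67% of all genes tested and 0% of genes higher in EpiLCs. Genes that vary this much between ESC libraries can hardly be significantly higher in EpiLCs, so the comparison cannot tell feeder RNA from other variation between ESC cultures.

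Immediate early genes, which the paper does not discuss, were lower in EpiLCs. Fosb had a log2 fold change of -8.13 (standard error 0.38, adjusted p = 4.97e-05 from edgeR's quasi-likelihood test), lower in each of 3 EpiLC libraries than in each ESC library, and Fos one of -7.12. Serum in the ESC medium or the dissociation of the cultures could produce such a difference. Of 8 other immediate early genes, 8 were significantly lower in EpiLCs, with log2 fold changes from -3.32 (Egr1) to -1.13 (Ier2), but the design changes serum, feeders and time together, so serum, dissociation and cell state cannot be told apart.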

How the results depend on the processing

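The alternatives were set before the data were examined, apart from limma on TPM and z-scores of TPM, which were chosen after seeing the data. Limma on log2(FPKM + 1) and log2(FPKM + 0.1) was not run, since the columns analysed hold expected counts and TPM. The falling median stayed below 0 and the rising median above 0, each with p under its threshold, under every normalization, filter, list definition, list test and leave-one-out fit that was run. Camera with the inter-gene correlation estimated from the data came closest to the threshold (adjusted p = 0.0122 and adjusted p = 0.0255), and across the 6 fits that each left out one replicate the medians ranged from -1.11 to -0.88 and from 0.33 to 0.39. With the replicate block, the medians were -0.97 and 0.37. The median log2 fold change of all genes stayed between -0.02 and 0.06 in each fit.

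Counts of genes depended more on the settings; apart from the filter of 10 counts, the cause was not tested. Across the 6 fits that each left out one replicate, 4244 to 7181 genes were significant, 2144 to 3572 of them higher and 2100 to 3609 lower. The balance of 3267 higher and 3304 lower moved to 3457 and 3074 with upper-quartile normalization, and to 3843 and 2848 with limma on log2(TPM + 1) and 3814 and 2901 on log2(TPM + 0.1). With at least 10 counts in every sample, 839 genes were higher with a log2 fold change above 1, against 1270, and 6 primitive streak and caudal genes were lower, against 13. Of the 436 higher genes lost 435 were no longer tested, as were all 7 streak and caudal genes lost, since this filter removes genes with fewer than 10 counts in any library. With the replicate block, 11 streak and caudal genes were lower. In the fits that left out one replicate, 7 to 15 of these genes were lower. With limma on log2(TPM + 1), 1822 genes had an absolute log2 fold change above 1, 799 higher and 1023 lower; values on this scale understate the change of low genes. The share of significant list genes changed in the direction seen in vivo was 83.8% without a filter and 83.5% with the replicate block, and 81.3% to 85.2% when one replicate was left out. The share of all list genes was 75.4% for genes with a mean of at least 10 CPM, and 72.1% to 75.6% when one replicate was left out.

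Of the genes named, those that reversed were not significant in the main setting; apart from Uty with upper-quartile normalization, the cause was not tested. With the replicate block, the log2 fold change was 0.11 for Dcn, 0.12 for Lgr5 and -1.0015 for Nkx1-2. That of Uty, -0.00381 in the main setting, was 0.0207 with upper-quartile normalization, which moved the median of all genes by about as much (from -0.00170 to 0.0241), 0.0108 without a filter and 0.00191 with at least 10 counts in every sample. With limma on log2(TPM + 1) and log2(TPM + 0.1), the values were 0.0264 and 0.36 for Dcn, 0.0228 and 0.15 for Lgr5, -0.49 and -0.84 for Nkx1-2, and 0.0454 and 0.0481 for Uty. When one replicate was left out, the log2 fold changes ranged for Actb from -0.16 to 0.0228, Bmp7 from -0.74 to 0.0728, Dcn from -0.73 to 1.22, Hoxb8 from -1.24 to 1.22, Hoxb9 from -1.47 to 0.89, Lgr5 from -0.43 to 0.71, Mmp2 from -0.53 to 0.30, Nkx1-2 from -2.26 to 0.82, Postn from -2.57 to 0.88, Pou5f1 from -0.00639 to 0.13, Thy1 from -0.27 to 0.66 and Uty from -0.0649 to 0.0691. Nkx1-2 became significant without EpiLC replicate 3 (-2.26, adjusted p = 0.0326 from edgeR's quasi-likelihood test; adjusted p from 0.0326 to 0.987 over these fits), and so did T (-7.00, adjusted p = 0.00399; log2 fold changes from -7.00 to -2.45 and adjusted p from 0.00399 to 0.235 over these fits). With limma on log2(TPM + 1) and log2(TPM + 0.1), T was significant too (-4.14, adjusted p = 0.0246, and -4.82, adjusted p = 0.0251). Across the fits that each left out one replicate, named genes lost significance 42 times and gained it 19 times, among them Thy1 without ESC replicate 2 (0.66, adjusted p = 0.0430; adjusted p from 0.0430 to 0.989) and Hoxb1 and Sp8 without EpiLC replicate 3. With DESeq2, 5 named genes gained significance and 0 lost it; with the block, 3 gained and 3 lost it. At this depth, 4 of the 28 primitive streak and caudal genes (Cdx4, Hoxb5, Hoxb6 and Hoxb7) had too few counts to be tested.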

Differences from the paper's values

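The paper's RT-qPCR source data, relative to Actb, were set beside the RNA-seq change relative to Actb, with the paper's log2 change and its SEM on the log2 scale computed from its source data. Nanog changed by -4.75 on the log2 scale, against the paper's -6.27 (SEM 0.27). Of the alternatives set before the data were examined, leaving out EpiLC replicate 3 gave -5.49, within the replicate SD of all 6 libraries (0.92) of the paper's value, and the others did not. That SD includes the replicate left out; the remaining gap of 0.78 is larger than the SD of the other 5 libraries (0.40). Fgf5 changed by 1.52, against the paper's 3.14 (SEM 0.48), and Sox3 by 2.99, against the paper's 4.04 (SEM 0.20); none of the alternatives set before the data were examined closed either gap. Pou5f1 changed by 0.13, against the paper's -0.18 (SEM 0.14), and with Gapdh in place of Actb as reference it changed by -0.06, within the replicate SD of the paper's value and of the same sign. Leaving out ESC replicate 1 (0.11), ESC replicate 2 (0.0613), EpiLC replicate 1 (0.10) or EpiLC replicate 2 (0.0192), and using no reference gene (0.0718), also came within the replicate SD but kept the opposite sign; the other alternatives did neither.

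The median log2 ratio of EpiLC to ESC for the rising list, computed from the paper's FPKM in Supplementary Table 4a, was 0.43, against 0.37 here. With the direction taken from E4.5 to E5.5 it was 0.42, and for list genes with a mean of at least 10 CPM it was 0.42, both within the spread between replicate pairs. Both settings change which genes are in the list, while the paper's value was kept, so they cannot show that the gap closes for the same genes. The other alternatives set before the data were examined did not close the gap. Limma on log2(TPM + 1) and log2(TPM + 0.1), which were chosen after seeing the values, gave 0.41 and 0.43.

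The paper groups Bmi1 with genes of the naive state in Fig. 2d. Here Bmi1 had a log2 fold change of 0.35 from ESC to EpiLC, which was not significant (adjusted p = 0.364 from edgeR's quasi-likelihood test). The genes of Fig. 2d were selected by comparing SOX2-ON cells with CEpiLCs. The paper gives no change of Bmi1 from ESC to EpiLC, so this value contradicts none of its values.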

Other observations

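The tests of the stage of comparison for oppositely changed genes, of EpiLC replicate 3 and of GC content and length with the all-gene median kept were chosen after the result, or a value related to it, was seen; the other tests were chosen before.

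Other splits of the 6 libraries into groups of 3 were fitted. Of the 10 splits, 4 part all 3 same-numbered pairs, the real split among them. In 1 of the 4, the real split, as many genes were significant (6571), and in 1 of the 4 as many had an absolute log2 fold change above 1 (2927); every other split, including the 6 that part fewer pairs, gave 0 significant genes, with 24 to 353 genes at an unadjusted p under 0.05, against 7850 for the real split. The falling median was as far from 0 in 1 of the 4 splits (0.99 in size for the real split, at most 0.34 for the others and 0.37 for the 6 that part fewer pairs), and so was the rising median (0.37, at most 0.15 and 0.19). The share of list genes on one side was as large in 1 of the 4 splits (74.1%, at most 73.9% for the others), and it reached 75.2% among the 6 that part fewer pairs. Every other split sets 2 ESC libraries against 1 and so keeps part of the difference between ESCs and EpiLCs with its sign, so these splits cannot test a share, which ignores size, and the medians of the other splits contain part of the real difference too. With 3 libraries against 3, the smallest share such a comparison can give is 1 of the 4 splits, or 0.1 over all 10 splits. Chance in the grouping therefore cannot be excluded by it.

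Genes of the in vivo lists that changed significantly in the opposite direction in vitro may partly reflect the stage used as the start in vivo. Of the 58 such genes, 30 (51.7%) change from E4.5 to E5.5 in the direction opposite to that from E3.5, against 25 of 276 genes (9.06%) changed in the same direction (Fisher's exact test, p = 1.56e-12, genes are not independent). Taking E4.5 as the start does not raise the share over all list genes tested, which was then 73.4%, whereas Spearman's correlation across list genes was 0.67 with E4.5 and 0.58 with E3.5 as the start. RNA from feeder fibroblasts was tested with the 40 rising genes that were lower in EpiLCs: 12.5% had the library order of the fibroblast markers, below the 24.4% of all genes tested, so it does not account for most of these genes.

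The rising genes shifted less than the falling genes. GC content and transcript length were available for 98.8% of tested genes and for 294 rising genes (99.3% of those tested). After correction for both, the rising median was 0.49 and the falling median -0.87, so the difference in size between the medians narrowed from 0.65 to 0.38. This correction also moved the median of all genes from -0.00209 to 0.11. With that median kept, a form chosen after seeing the first, the medians were 0.38 and -0.97 and the difference 0.60. Most of the narrowing thus came with the shift of all genes, and across genes the log2 fold change was almost unrelated to GC content (Spearman's correlation 0.0177) and length (0.00662). GC content and length cannot be excluded as a small part of the difference. More time in FL medium was examined with the paper's FPKM at 72 h: 57.8% of rising genes were higher at 72 h than at 48 h, but 39.4% of falling genes were lower, so most genes of both lists were higher or unchanged, and more time cannot be told apart from a general shift between those libraries.

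T and other posterior genes were highest in EpiLC replicate 3. ESC RNA mixed into that library was tested as a source. T implies a fraction of 30.6% ESC RNA, whereas 12 naive pluripotency genes imply a median of 0.0246%, with Nanog at 4.83%, so ESC RNA could not account for T in that library. The exceptions were Dppa3 (23.9%) and Gdf3 (17.3%). WNT pathway activity may be another source: of 9 WNT target genes other than T, 6 were highest in EpiLC replicate 3, where 3 would be highest by chance, but several were already seen when this was chosen, so it cannot be told apart from chance variation.

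Of the Y-linked genes, Kdm5d was at 0.130 to 0.360 TPM in EpiLCs, whereas Uty was at 14.6 to 16.9 TPM, Ddx3y at 36.3 to 39.9 TPM and Eif2s3y at 87.2 to 107 TPM. Of 9 primitive endoderm markers, 6 were significantly lower in EpiLCs and 0 higher, and 4 of 4 tested markers of 2-cell-like cells were lower. Of 8 DNA methylation genes, Dnmt3b (2.54) and Dnmt3a (1.19) were higher and 5 were lower, among them Prdm14 (-6.71) and Dnmt3l (-2.26), as log2 fold changes.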
